# Tubulogenesis of bovine uterine glands by epidermal growth factor and collagen I in 3D culture systems

**DOI:** 10.1042/BSR20260010

**Published:** 2026-06-08

**Authors:** Yosuke Sugino, Rei Ichikawa, Shuichi Matsuyama, Yuki Yamamoto, Kohei Kawano, Koji Kimura

**Keywords:** 3D cell culture, bovine, collagen I, epidermal growth factor, tubular structure, uterine gland

## Abstract

Uterine glands are endometrial exocrine epithelia that support early embryo development. Their secretions are particularly essential for conceptus elongation in cattle. Uterine glands develop from the luminal epithelium and elongate into the stromal layer toward the myometrium. This process is regulated by growth factors, WNT proteins, and the surrounding extracellular matrix (ECM); however, the precise mechanisms that govern bovine uterine gland morphogenesis remain unclear. In this study, we determined how these signaling factors and ECM components affect the tubular formation of bovine uterine gland fragments in 3D culture systems. Uterine gland fragments were enzymatically isolated from bovine endometria and 3D-cultured in Matrigel with or without growth factors (EGF, FGF1, FGF2, FGF7, FGF10, and IGF-1) and WNT (WNT3A, WNT5A, and WNT7A) proteins. Of these, only EGF stimulated the elongation of uterine gland fragments and eventually induced the formation of uterine gland-like structures. EGF-induced tubulogenesis was accompanied by a rapid increase in cell proliferation and alterations in cell–ECM interactions. The supplementation of collagen I with Matrigel further promoted the elongation of the tubular structures. Although the addition of collagen I did not alter the gene expression profiles of the uterine gland-like structures, the integrin-ROCK pathway contributed to the collagen-induced enhancement of elongation. Our findings clarified that EGF and collagen I, but not FGFs, IGF-1, or WNTs, are key regulators for the tubular formation of 3D-cultured bovine uterine gland fragments. This 3D culture system provides a new platform to examine the cellular and molecular mechanisms underlying bovine uterine gland morphogenesis.

## Introduction

Uterine glands are exocrine tubular epithelia located in the endometrium [1]. In response to the endocrine milieu, they secrete a variety of factors, including water, sugars, proteins, lipids, and ions, into the uterine lumen. These factors play important roles in supporting early embryonic development during peri-implantation [2]. In ruminants, the conceptus undergoes rapid elongation accompanied by trophoblast proliferation and a marked increase in interferon-tau secretion for maternal recognition of pregnancy [3–5]. Exposure of steroid hormones, such as progesterone or its analogs, to neonates of various species results in a partial or complete uterine gland-knockout (UGKO) phenotypes [6–9]. In partial UGKO heifers, the protein content of uterine luminal flushing is lower compared with that in untreated ones, suggesting that gland deficiency would affect the endometrial environment and reproductive outcome [6]. Complete UGKO ewes failed to support successful conceptus development because of the absence of uterine glands and their secretions [7]. Moreover, the complete UGKO mice also resulted in total infertility during adulthood [9]. These studies have strongly indicated the relationship between the secretory functions of uterine glands and reproductive outcome.

Uterine glands are derived from the luminal epithelium during the perinatal or neonatal period [7]. The luminal epithelia fold and infiltrate into the stromal layers, and the glandular epithelia subsequently elongate and branch toward the myometrium. In several species, signaling by growth factors (GFs) and WNT proteins (WNTs), as well as the composition of extracellular matrix (ECM) surrounding the uterine glands, have been implicated in neonatal gland morphogenesis [10]. After puberty, bovine uterine glands undergo cyclic proliferation and apoptosis, while overall gland morphology remains relatively constant [11]. In humans, uterine glands repeatedly degrade and reconstruct, depending on the menstrual cycle [12]. During gestation, uterine glands undergo hyperplasia and hypertrophy [13]. The mechanism governing gland morphogenesis remains incompletely understood. Direct real-time observations of uterine gland morphogenesis are technically challenging, as the glands are tightly surrounded by stromal cells and blood vessels within the endometrium. Moreover, the contribution of GFs and the ECM to gland morphogenesis is still poorly defined. Therefore, *in vitro* culture systems that can imitate gland tubulogenesis are needed.

To address this issue, three-dimensional (3D) culture systems have been adopted. Isolated uterine gland fragments from humans and mice are embedded into a basement membrane extract (e.g. Matrigel), typically form spherical structures (cysts). The cysts exhibit apico-basal polarity and maintain superior epithelial physiology compared with those established by conventional two-dimensional (2D) culture systems [14,15]. Bovine uterine gland fragments also form cysts and retain hormone responsiveness in 3D culture systems [16]. Nevertheless, these spherical structures do not recapitulate the native elongated tubular structures; thus, there are limitations to analyzing the tubulogenesis of uterine glands *in vitro*. Other tubular epithelia, such as mammary glands, salivary glands, and intestinal crypts, form tubular structures with elongation and branching in 3D culture systems under the influences of defined GFs, WNTs, and cell–ECM interactions [17–23]. Although studies have reported the formation of gland-like structures derived from human and mouse endometrial epithelia in culture systems [24–26], the regulatory mechanisms underlying this process are poorly understood.

In the present study, we examined 3D culture conditions that induce tubular structure formation from bovine uterine gland fragments and determined the contribution of GFs, WNTs, and ECMs to this process. This *in vitro* culture system provides a new platform for investigating the mechanisms underlying uterine gland morphogenesis.

## Materials and methods

### Preparation of bovine uteri

Bovine uteri without visible concepti were transported on ice from a local abattoir to the laboratory within 30–40 min following exsanguination. Macroscopic observation of the uteri and ovaries was performed to distinguish healthy uteri from those infected and to determine the estrous stage of the uteri, as previously described [27]. The stages were defined as follows: stage I (days 1–4 after ovulation), stage II (days 5–10), stage III (days 11–17), and stage IV (days 18–20). Uteri at Stage III with a corpus luteum on the ipsilateral ovary were selected for the experiments.

### Isolation of bovine uterine gland fragments

Bovine uterine gland fragments were enzymatically isolated as previously described [16]. Briefly, the stratum compactum and spongiosum of the endometrium were dissected and cut into 3–5-mm cubes. The tissues were digested in Hank’s balanced salt solution containing 165 units/ml collagenase (032-22364, Wako Pure Chemical Industries, Ltd., Osaka, Japan) and 200 units/ml DNase (DP, Worthington Biochemical Corp., NJ, USA) for 60–90 min at 38.5°C in a thermostatic water bath. The digested mixture was passed through a 150-μm mesh to remove undigested tissue. The filtrate was passed through a 70-μm mesh, which was inverted and rinsed with HBSS to collect uterine gland fragments trapped on the mesh, and transferred to a 50-ml centrifuge tube. The fragments were resuspended in phenol red-free DMEM/F12 (D2906, Thermo Fisher Scientific Inc., MA, USA) containing 0.1% bovine serum albumin (BSA, Nacalai Tesque, Inc., Kyoto, Japan). Using a stereomicroscope, 50 uterine gland fragments were picked and transferred to individual microtubes for subsequent experiments.

### Three-dimensional culture of bovine uterine gland fragments

The suspension containing uterine gland fragments was mixed with GF-reduced, phenol red-free Matrigel (356231, Corning Inc., NY, USA) at a 1:1 ratio (50%). The resulting mixture was seeded into 96-well plates (Thermo Fisher Scientific Inc.) and allowed to polymerize in a humidified incubator at 38.5°C for 30–60 min. After polymerization, culture medium consisted of phenol red-free DMEM/F12 supplemented with 0.1% BSA (Nacalai Tesque, Inc.), 10 ng/ml sodium selenite (S5621, Sigma–Aldrich Co. LLC, MO, USA), 4 μg/ml insulin (I6634, Sigma–Aldrich Co. LLC), 10 μg/ml transferrin (T101-5, BBI Solutions), 1 mM ascorbic acid (013-12061, Wako Pure Chemical Industries, Ltd.), and 20 μg/ml gentamycin (G1397, Sigma–Aldrich Co. LLC) was gently added onto the polymerized Matrigel suspension. The fragments were cultured for 5 days at 38.5°C in a humidified atmosphere containing 5% CO_2_ in air. The culture medium was replaced every 1–2 days.

### Time-lapse imaging of 3D-cultured bovine uterine gland fragments

A WSL-1800 CytoWatcher with an ImageSaverT (ATTO Co., Ltd., Tokyo, Japan) was used to obtain sequential images. The images were captured every 20 min for a total duration of 5 days. The temperature was maintained at 38.5°C in a humidified atmosphere containing 5% CO_2_ in air.

### Influence of growth factors and WNT proteins on the morphological changes in 3D-cultured bovine uterine gland fragments

According to previous studies, several GFs and WNT proteins contribute to tubular structure formation in mammary and salivary glands, as well as intestinal crypts *in vitro* [17,21,28]. We initially examined the effects of these factors on the morphological changes of 3D-cultured bovine uterine gland fragments. Culture media were supplemented with the following factors at various final concentrations: 1 or 5 ng/ml EGF (E9644, Sigma–Aldrich Co. LLC), 100 or 500 ng/ml FGF1 (064-04781, Wako Pure Chemical Industries, Ltd.), 100 or 200 ng/ml FGF2 (064-04541, Wako Pure Chemical Industries, Ltd.), 100 or 500 ng/ml FGF7 (119-00661, Wako Pure Chemical Industries, Ltd.), 100 or 1000 ng/ml FGF10 (060-04401, Wako Pure Chemical Industries, Ltd.), and 10, 50, or 100 ng/ml IGF-1 (4216, BioVision, Inc., MA, USA). FGFs were combined and used at either low (100 ng/ml each of FGF1, FGF2, FGF7, and FGF10) or high (500 ng/ml FGF1, 200 ng/ml FGF2, 500 ng/ml FGF7, and 1000 ng/ml FGF10) concentrations. We also evaluated the effects of WNT proteins on morphological changes in 3D-cultured bovine uterine gland fragments. The culture media were supplemented with WNT proteins at the following concentrations: 40 ng/ml WNT3A (NKMAX Co., Ltd., Gyeonggi, South Korea), 50 ng/ml WNT5A (645-WN-010, R&D Systems, Inc., MN, USA), and 50 ng/ml WNT7A (NBP2-22946, Novus Biologicals, LLC, CO, USA) with or without 5 ng/ml EGF (Sigma–Aldrich Co. LLC).

Uterine gland fragments were cultured for 5 days at 38.5°C in a humidified atmosphere containing 5% CO_2_ in air. The culture medium was replaced every 1–2 days. Morphological changes in the 3D-cultured uterine gland fragments were observed using a digital camera (Digital Sight 1000, Nikon Corporation, Tokyo, Japan) or by phase contrast microscopy (FSX100; Olympus Corporation, Tokyo, Japan, or BZ-X800; Keyence Corporation, Osaka, Japan). The formation rates of cysts, aggregates, or uterine gland-like (UG-LIKE) structures (Figure 1) were determined as follows: the formation rates of cysts, aggregates, or UG-LIKE structures (%) = (number of cysts, aggregates, or UG-LIKE structures/total number of 3D-cultured uterine gland fragments) × 100.

**Figure 1:**
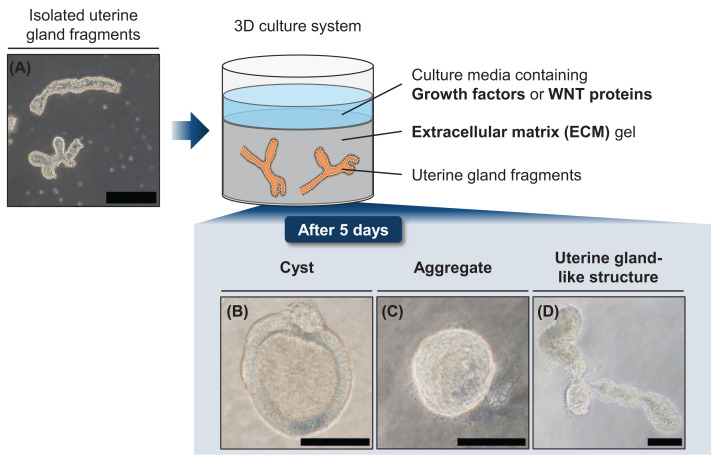
Schematic diagram representing the 3D culture system for bovine uterine gland fragments. Schematic diagram representing the 3D culture system for bovine uterine gland fragments. Isolated uterine gland fragments (A), cyst (B), aggregate (C), and UG-LIKE structure (D) are shown, respectively. Scale bars are 200 μm (A) and 100 μm (B–D).

### Cell proliferation in 3D-cultured bovine uterine gland fragments

To determine the extent of cell proliferation during morphological changes in 3D-cultured bovine uterine gland fragments, we evaluated the localization of Ki67, a proliferating cell marker, in 3D-cultured bovine uterine gland fragments. Uterine gland fragments were embedded in 50% Matrigel with or without 5 ng/ml EGF (Sigma–Aldrich Co. LLC) and harvested on days 1, 2, 3, and 5 of culture. Cysts and UG-LIKE structures were fixed in 4% paraformaldehyde in PBS for 15–30 min at room temperature (RT). Permeabilization was performed with 0.1% TritonX-100 in PBS for 10–15 min at RT. To reduce non-specific binding of the primary antibody, the cultured uterine glands were blocked in 5% BSA in PBS for more than 60 min at RT. Following blocking, glands were incubated overnight at RT with a primary antibody solution against Ki67 (1:100, M7240, Agilent, CA, USA). After washing with PBS, an incubation with secondary antibody [Goat anti-Mouse IgG (H + L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 594, 1:500, A-11005, Thermo Fisher Scientific Inc.] solution was performed for 60 min at RT. The nuclei were counterstained with Hoechst 33342 (1:1000, H342, Dojindo, Tokyo, Japan). Images were acquired using a fluorescence microscope (BZ-X800, Keyence Corporation). The rate of Ki67-positive cells was calculated as follows: rate of Ki67-positive cells (%) = (number of Ki67-positive nuclei / Total number of nuclei) × 100.

### Cell polarity in 3D-cultured bovine uterine gland fragments

To examine the localization of cell polarity proteins in 3D-cultured bovine uterine gland fragments, we performed immunohistochemistry using an antibody against ZO-1. Experimental procedures, including fixation, permeabilization, blocking, and counterstaining were the same as described above. After blocking, cysts and UG-LIKE structures were incubated overnight at RT with the primary antibody solution against ZO-1 (1:100, sc-33725, Santa Cruz Biotechnology, Inc., TX, USA). After washing with PBS, secondary antibody [Goat anti-Rat IgG (H + L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 594, 1:500, A-11007, Thermo Fisher Scientific Inc.] solution was added to the tissues and incubated for 60 min at RT. Images were acquired with a fluorescence microscope with sectioning module (BZ-X800, Keyence Corporation).

### RNA-seq analysis of uterine gland-like structures and cysts

To compare gene expression profiles between UG-LIKE structures and cysts, each sample was harvested from 3D culture systems with or without EGF, respectively (*N* = 3 per group). Total RNA was extracted using the RNeasy Plus Mini Kit (74134, Qiagen, Hilden, Germany) and stored at −80°C until subsequent processing. The RNA concentration and integrity were assessed using a 2100 Bioanalyzer (Agilent, CA, USA). Samples with an RNA integrity number >7.5 were used for RNA-seq analysis. cDNA libraries were prepared using the SMART-Seq HT PLUS Kit (Takara Bio, Shiga, Japan) and sequenced as paired-end 150 bp reads using a NovaSeq 6000 system (Illumina, CA, USA). After sequencing, adaptor sequences, low-quality sequences, and ambiguous nucleotides were trimmed. The filtered reads were aligned to the Bos taurus genome (ARS-UCD2.0) using CLC Genomics Workbench 25.0.1 (Qiagen) with default parameters. Gene expression was quantified as transcripts per million (TPM). Differentially expressed genes (DEGs) were determined based on a false discovery rate (FDR)-adjusted *P* < 0.05, Log_2_ (fold change, FC) >1 or <−1, and minimal TPM >1, followed by principal component analysis (PCA) and volcano plotting. Enriched pathways were identified using the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways under the database for annotation, visualization, and integrated discovery (DAVID) [29]. The RNA-sequencing data were deposited in the NCBI’s Gene Expression Omnibus (accession number: GSE315926) [30].

### Effects of collagen I supplementation on the morphological changes in 3D-cultured bovine uterine gland fragments

Although collagen I is one of ECM components within the bovine endometrium [31], its influence on uterine gland morphology remains poorly understood. To investigate the effect of collagen I on the morphological changes in 3D-cultured bovine uterine gland fragments, gland fragments were embedded in 50% Matrigel supplemented with collagen I.

Collagen I solution was prepared at 2 mg/ml following the manufacturer’s instructions (07001, Bovine Collagen I, STEMCELL Technologies Inc., BC, Canada). Uterine gland fragments were collected into individual microtubes and resuspended in phenol red-free DMEM/F12 (Thermo Fisher Scientific Inc.) containing 0.1% BSA (Nacalai Tesque, Inc.). The suspension was combined with GF-reduced, phenol red-free Matrigel (Corning Inc., NY, USA) and collagen I mixture. Final concentration of collagen I was 0, 0.1, and 0.5 mg/ml. The resulting mixtures were seeded into 96-well plates (Thermo Fisher Scientific Inc.) and polymerized in a humidified incubator at 38.5°C for 30–60 min. After polymerization, culture medium consisting of phenol red-free DMEM/F12 supplemented with 0.1% BSA (Nacalai Tesque, Inc.), 10 ng/ml sodium selenite (S5621, Sigma–Aldrich Co. LLC), 4 μg/ml insulin (I6634, Sigma–Aldrich Co. LLC), 10 μg/ml transferrin (T101-5, BBI Solutions), 1 mM ascorbic acid (013-12061, Wako Pure Chemical Industries, Ltd.), 20 μg/ml gentamycin (G1397, Sigma–Aldrich Co. LLC), and 5 ng/ml EGF (E9644, Sigma–Aldrich Co. LLC) was gently added onto the gels. The uterine gland fragments were cultured for 5 days at 38.5°C in a humidified atmosphere containing 5% CO_2_ in air. The culture medium was replaced every 1–2 days. Morphological changes in the 3D-cultured uterine gland fragments were observed and captured using a digital camera (Digital Sight 1000, Nikon Corporation, Tokyo, Japan) or by phase contrast microscope (FSX100; Olympus Corporation or BZ-X800; Keyence Corporation). The formation rates of cysts, aggregates, or UG-LIKE structures were determined as described above. Additionally, the length of the elongating parts of the UG-LIKE structures was measured using Fiji software [32].

To further assess how collagen I influences the morphological change of 3D-cultured uterine gland fragments, a potent α1β1 and α2β1 integrin inhibitor (TC-l 15; HY-107588, MedChemExpress LLC, NJ, USA) or ROCK inhibitor (Y-27632; HY-10583, MedChemExpress LLC) was added to the culture media. The gland fragments were cultured in Matrigel with or without 0.5 mg/ml collagen I for 5 days at 38.5°C in a humidified atmosphere containing 5% CO_2_ in air. The culture medium was replaced every 1–2 days. Observation and assessment of the morphological changes in 3D-cultured uterine gland fragments were performed as described above.

### RNA-seq analysis of uterine gland-like structures cultured in Matrigel with collagen I or Matrigel alone

Gene expression profiles in UG-LIKE structures were compared between Matrigel supplemented with or without 0.5 mg/ml collagen I (*N* = 3 per group). All analytical procedures were performed following as described above. The RNA-sequencing data were deposited in the NCBI’s Gene Expression Omnibus (accession number: GSE315926) [30].

### Statistical analyses

The experimental data are shown as the means ± standard error of the mean (SEM). Data normality and equality of variances were assessed using the Shapiro–Wilk and Brown–Forsythe tests, respectively. Parametric data were evaluated using a one-way or two-way analysis of variance (ANOVA), followed by Tukey’s multiple comparisons test. Non-parametric data were transformed according to their distribution prior to analysis: right-skewed continuous variables were log-transformed, whereas proportional data were arcsine square-root transformed. These resulting values were used for ANOVA and subsequent Tukey’s multiple comparisons test. Post hoc comparison was applied only when significant main effects or interactions were detected. All analyses were conducted using R [33]. *P*-values less than 0.05 were considered to be statistically significant.

## Results

### EGF induced the formation of uterine gland-like structures in 3D culture

To investigate the effects of GFs on the morphology of 3D-cultured bovine uterine glands, isolated fragments of uterine gland were embedded in Matrigel and cultured for 5 days in the presence or absence of EGF, FGFs (FGF1, FGF2, FGF7, and FGF10), or IGF-1, respectively. Without GFs, uterine glands gradually expanded their luminal space and formed spherical cyst-like structures (Figure 2A, black arrows). Greater than 90% of the fragments formed cysts while the rest of the uterine glands formed aggregates (Figure 2C). In contrast, in the presence of 5 ng/ml EGF, uterine gland fragments formed elongated tubular structures resembling *in vivo* uterine glands (UG-LIKE structure) (Figure 2A, black arrowheads). These fragments underwent shrinkage and folding with twisting within the initial 1–2 days of culture, followed by elongation and branching over the culture period (Figure 2B, and other representative fragments are shown in Supplementary Video S1). However, at 1 ng/ml EGF, or in the presence of FGFs or IGF-1, the uterine gland fragments formed mainly cysts or aggregates, and failed to show UG-LIKE structures during the culture period (Figure 2A). The formation rate of UG-LIKE structures significantly increased in cultures containing 5 ng/ml EGF compared with all other conditions (Figure 2C).

**Figure 2:**
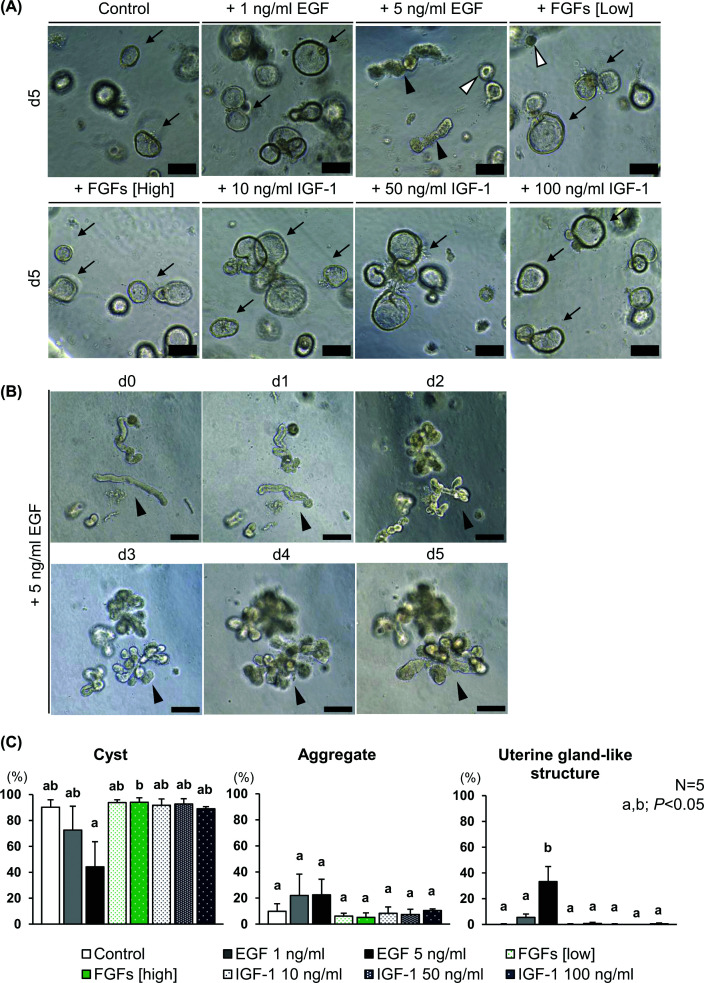
Effects of GFs on the morphological change of 3D-cultured bovine uterine glands. Effects of GFs on the morphological change of 3D-cultured bovine uterine glands. Microscopic images of bovine uterine glands after 5 days of 3D culture with or without EGF (1 or 5 ng/ml), Low or high FGFs (low: 100 ng/ml each of FGF1, FGF2, FGF7, and FGF10; high: 500 ng/ml FGF1, 200 ng/ml FGF2, 500 ng/ml FGF7, and 1000 g/ml FGF10), or IGF-1 (10, 50, or 100 ng/ml). Black arrows, white arrowheads, and black arrowheads indicate cysts, aggregates, and UG-LIKE structures, respectively. Scale bars are 200 μm (A). Sequential images of bovine uterine glands cultured in Matrigel with 5 ng/ml EGF for 5 days. Black arrowheads follow the formation of UG-LIKE structures. Scale bars are 200 μm (B). Formation rates of cysts, aggregates, and UG-LIKE structures after 5 days of culture (*N* = 5, mean ± SEM). Different superscripts indicate significant differences among each GF treatment, as determined using one-way ANOVA of arcsine-transformed data followed by Tukey’s multiple comparison test (*P* < 0.05) (C).

### WNT proteins did not affect the formation of uterine gland-like structures

To determine the effects of WNT proteins on the formation of UG-LIKE structures, uterine gland fragments were embedded in Matrigel and cultured for 5 days with or without WNT proteins (WNT3A, WNT5A, and WNT7A) and EGF, respectively. In the presence of WNT proteins without EGF, the fragments formed cysts during the culture period, similar to the control (Figure 3A, black arrows and Figure 3B). In contrast, co-treatment with WNT proteins and EGF induced the formation of UG-LIKE structures, which were comparable to those observed following EGF treatment (Figure 3A, black arrowheads and Figure 3B). A two-way ANOVA was performed on arcsine-transformed formation rates of cysts, aggregates, and UG-LIKE structures, with EGF and WNT protein treatments as two factors. EGF treatment had a significant effect on the formation rates of all structures (cysts and UG-LIKE structures: *P* < 0.001; aggregates: *P* < 0.01); however, neither WNT protein treatment nor interaction between EGF and WNT treatments had any significant effects on these rates (Supplementary Table S1).

**Figure 3:**
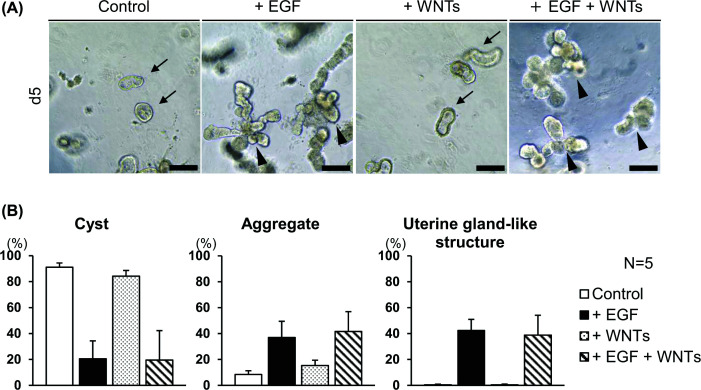
Effects of WNT proteins on the morphological change of 3D-cultured bovine uterine glands. Effects of WNT proteins on the morphological change of 3D-cultured bovine uterine glands. Microscopic images of bovine uterine glands after 5 days of 3D culture in the presence or absence of WNT proteins (40 ng/ml WNT3A, 50 ng/ml WNT5A, and 50 ng/ml WNT7A) and 5 ng/ml EGF. Black arrows and arrowheads indicate cysts and UG-LIKE structures, respectively. Scale bars are 200 μm (A). Formation rates of cysts, aggregates, and UG-LIKE structures after 5 days of culture (*N* = 5, mean ± SEM) (B).

### Polarity and proliferation of 3D-cultured bovine uterine glands

Localization of tight junction marker (ZO-1) in 3D-cultured bovine uterine glands was evaluated by immunohistochemistry (Figure 4A and Supplementary Figure S1A). ZO-1 was located along the luminal surface of both cysts (Control) and UG-LIKE structures (+5 ng/ml EGF). Cysts were characterized as a single continuous spherical lumen (Figure 4A, asterisk) and consisted of a single cell layer. In contrast, UG-LIKE structures showed multiple discontinuous luminal compartments (Figure 4A, white arrowheads), surrounded by stratified cell layers.

**Figure 4:**
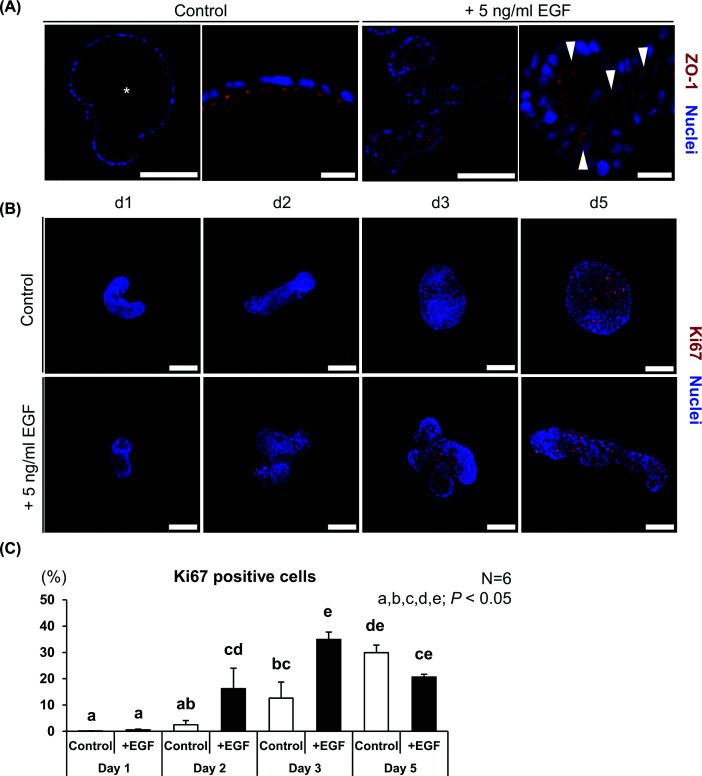
Cell polarity and proliferation in 3D-cultured bovine uterine glands. Cell polarity and proliferation in 3D-cultured bovine uterine glands. Immunohistochemical localization of tight junction marker (ZO-1) in 3D-cultured bovine uterine glands on day 5 with or without 5 ng/ml EGF. ZO-1: red and nuclei: blue. In each group, the right-side image shows a magnified view of the left-side image. An asterisk and white arrowheads indicate lumens. Scale bars in left- and right-side images represent 100 and 20 μm, respectively (A). Immunohistochemical localization of Ki67-staining cells in 3D-cultured bovine uterine glands on days 1, 2, 3, and 5, with or without 5 ng/ml EGF. Ki67: red and nuclei: blue. Scale bars represent 100 μm (B). Rate of Ki67-positive cells in 3D-cultured bovine uterine glands on days 1, 2, 3, and 5, with or without 5 ng/ml EGF (*N* = 6, mean ± SEM). Different superscripts indicate significant differences among each group, as determined using two-way ANOVA of arcsine-transformed data followed by Tukey’s multiple comparison test (*P* < 0.05) (C).

Cell proliferation in the 3D-cultured bovine uterine glands was evaluated by Ki67 immunostaining (Figure 4B,C, and Supplementary Figure S1B). On day 1, less than 1% of Ki67-positive cells were detected regardless of EGF treatment (control, 0.14% versus +5 ng/ml EGF, 0.55%). On days 2 and 3, EGF significantly increased the rate of Ki67-positive cells compared with the controls. Under EGF treatment, the proliferation rate was significantly higher on day 3 than on day 2 (day 2: control, 2.45% versus +5 ng/ml EGF, 16.2%; day 3: control, 12.6% versus +5 ng/ml EGF, 34.9%). However, the Ki67-positive cell rate in EGF treatment was comparable to that of the control on day 5 (control, 29.9% versus EGF, 20.6%), since the control group showed a gradual increase in proliferation from day 1 to day 5. The Ki67-positive cells were distributed throughout both cysts and UG-LIKE structures. A two-way ANOVA of arcsine-transformed Ki67-positive cell rates indicated the significant effects of EGF treatment (*P* < 0.01), culture period (*P* < 0.001), and their interaction (*P* < 0.01) (Supplementary Table S2).

### Comparison of gene expression patterns between uterine gland-like structures and cysts

As shown in Figure 2, uterine gland fragments were transformed into UG-LIKE structures in the presence of EGF, whereas cysts, in its absence. 

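Uterine gland fragments were cultured for 5 days in Matrigel without EGF, where they formed cysts (CYST), or with 5 ng/ml EGF, where they formed UG-LIKE structures, and RNA from 3 cultures per group was sequenced. The sample labels name EGF without a dose, and the dose given here is the one at which the paper describes UG-LIKE structures. The authors aligned the trimmed reads to the bovine genome in CLC Genomics Workbench and deposited the number of reads counted on each gene, without normalization, and the TPM of each gene. The files list 20679 genes by Ensembl identifier and symbol. Between 8424028 and 16829884 reads per library were counted on genes in the CYST group, with a median of 9958018, and between 6568968 and 17936445 in the UG-LIKE group, with a median of 12938664. These totals are counts of reads without molecular identifiers. The counts were normalized by edgeR's TMM method, and the 12074 genes that passed edgeR's filterByExpr filter were compared between the groups by the quasi-likelihood test with Benjamini-Hochberg adjustment. DEGs were the genes with an adjusted p under 0.05, a Log2FC above 1 or below -1, and a deposited TPM above 1 in each of the 6 libraries. The labels number the replicates 1 to 3 in every group, and the paper's text does not name a pairing for CYST and UG-LIKE. The library names in the labels carry other numbers, which are not the same across groups, and neither numbering names an animal. Across genes, the deviations of 2 same-numbered libraries from their group means had a mean correlation of 0.367, and the labelled pairing gave the highest mean of the 6 possible pairings, which chance gives 1 time in 6. The test was also run with the replicate number as a block, an alternative set before the data were examined.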

To examine transcriptional differences between these two structures, RNA-seq analysis was performed on samples collected on day 5. PCA revealed a clear separation between the UG-LIKE structures and cysts (CYST) groups, with the first two principal components explaining 31.6% and 22.5% of the variance, respectively (Figure 5A). 

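With TMM-normalized log2 counts scaled to library size (CPM) of the 15495 genes that had a count in any of the 6 libraries, each gene centred and scaled, the first and second principal components explained 31.6% and 22.6% of the variance. The first component separated the 3 CYST libraries from the 3 UG-LIKE libraries. The group accounted for 31.1% of the total sum of squares, where 20% is the mean over all splits of 6 libraries into 3 and 3. Of the 10 such splits, 1 gave a share as large, namely the real one (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The replicate number accounted for 42.1%, against 40% on average over numberings, and 1 of the 6 numberings gave a share as large (exact permutation test, p = 0.167, the smallest p that 6 numberings allow). The largest change in the first component came from keeping only the 500 genes with the largest variance, which gave 40.4%.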

Hierarchical clustering dendrogram further confirmed that samples from CYST and UG-LIKE groups clustered into two distinct branches, indicating markedly different transcriptomic profiles (Supplementary Figure S2A). 

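Among the 2000 genes with the largest variance of log2 CPM, the Euclidean distance between libraries averaged 58.5 within a group and 65.8 between groups. With complete linkage, neither branch belonged to 1 group. One branch held CYST and UG-LIKE replicate 3, and the other held replicates 1 and 2 of both groups. The 2000 genes with the largest variance-to-mean ratio of counts put all 6 libraries in the branch of their own group, with a mean distance of 53.3 within and 68.7 between groups, and so did all 12074 genes that passed the filter on low counts.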

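The test without a replicate block gave 216 genes with an adjusted p under 0.05 among the 12074 tested, and 2496 with an unadjusted p under 0.05. Of these, 175 met all DEG criteria, with 87 upregulated and 88 downregulated in the UG-LIKE group. With the replicate number as a block, 1277 genes had an adjusted p under 0.05 and 726 were DEGs, of which 354 were upregulated and 372 downregulated. All of the 175 DEGs were among the 726. Of the alternatives set before the data were examined that kept all 6 libraries, the replicate block moved the number of DEGs most. In data simulated at the depths of the libraries, with the differences between replicate numbers kept as the block estimated them and 200 genes changed by a Log2FC of 1.5, the test recovered 0.5% of the changed genes without the block and 72.0% with it. For a Log2FC of 3 it recovered 79.5% and 94.0%. Changed genes numbered 200 in each run, against 2496 genes with an unadjusted p under 0.05 in the data. The adjustment was therefore stricter in the simulation, and these shares do not give the power of the test in the data. There, the test without the block called genes with smaller changes, such as CD44 (Log2FC 1.36, adjusted p = 0.0256 from edgeR). In the simulation, the block also called 23 unchanged genes beside 144 changed ones at a Log2FC of 1.5, and 14 beside 188 at 3. Without the block, 0 unchanged genes were called.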

Differential expression analysis identified 593 DEGs in the UG-LIKE group compared with the CYST group, comprising 279 upregulated genes and 314 downregulated genes [Supplementary Figure S2B and Supplementary Table S3; an FDR-adjusted *P* < 0.05, Log_2_ (fold change, FC) >1 or <−1, and minimum TPM >1]. KEGG pathway analysis of the DEGs in the UG-LIKE group showed the upregulated and downregulated enriched pathways (Figure 5B,C), respectively. 

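The symbols drawn in Figure 5B and Figure 5C were looked up in the deposited files. Of the 53 genes drawn for the upregulated pathways, 51 were found under the same symbol, all with a positive Log2FC, and of the 109 drawn for the downregulated pathways, 103 were found, all with a negative Log2FC. The figure draws DEGs that the paper called from the same libraries, so the shared directions follow from that selection and are no independent evidence. The DEGs found without a replicate block included 15 of the 51 and 31 of the 103. With the block they included 46 and 95. Of the 103, the gene read as PRPS2 had a Log2FC of -0.46 and is not in Table S3. The enrichment itself was not recomputed, because the pathway database is not part of the deposited data.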

Genes associated with Fc gamma R-mediated phagocytosis, Metabolic pathways, ECM–receptor interaction, Mucin type O-glycan biosynthesis, and Calcium signaling pathway were upregulated (Figure 5B, *P* < 0.05). By contrast, genes involved in cell cycle, DNA replication, pyrimidine metabolism, fanconi anemia pathway, ribosome biogenesis in eukaryotes, nucleotide metabolism, metabolic pathways, oocyte meiosis, biosynthesis of cofactors, homologous recombination, purine metabolism, biosynthesis of amino acids, ferroptosis, IL-17 signaling pathway, viral protein interaction with cytokine and cytokine receptor, base excision repair, and hepatitis B were downregulated (Figure 5C, *P* < 0.05).

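Among the genes drawn for Fc gamma R-mediated phagocytosis, 7 of 7 had a positive Log2FC, with a median of 1.25, and 3 were DEGs without the replicate block and 5 with it. FCGR2B (ENSBTAG00000021842, chromosome 3 from 7931209 to 7947843), which had the largest change of these, had a TPM of 4.82 ± 3.10 (SD, n = 3) in the CYST group and 34.2 ± 13.0 (SD, n = 3) in the UG-LIKE group. Its Log2FC was 2.79 (standard error 0.59), with an adjusted p of 0.0567 from edgeR's test without the block and 0.00343 with it. For Mucin type O-glycan biosynthesis, 4 of 4 genes had a positive Log2FC, with C1GALT1 highest at 2.63 (standard error 0.25, adjusted p = 0.00965 from edgeR). For the Calcium signaling pathway, 9 of 9 were higher in the UG-LIKE group, 3 were DEGs without the block and 9 with it, and GNA14 had the largest Log2FC, 2.78 (standard error 0.66, adjusted p = 0.0715 without the block and 0.0335 with it, from edgeR). The TPM of GNA14 varied widely in the UG-LIKE group, at 62.5 ± 58.3 (SD, n = 3). Its Log2FC ranged from 1.68 to 3.20 when 1 library was left out. For Metabolic pathways, 34 of the 36 genes drawn were found, all higher, of which 9 were DEGs without the block and 31 with it. GPX3 had the smallest p-value of these, with a Log2FC of 2.43 (standard error 0.20, adjusted p = 0.00709 from edgeR). These genes were singled out after their values were seen, from those drawn in the figure. Because the figure draws the paper's DEGs from these libraries, the counts of higher genes and the median were set by that selection.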

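All 26 genes drawn for the cell cycle were lower in the UG-LIKE group, with a median Log2FC of -1.55 and a range from -2.30 (CDC6) to -1.11 (ESPL1), and 12 of them were DEGs without the replicate block and 24 with it. For DNA replication, 10 of 10 genes were lower, with a median of -1.45, of which 7 were DEGs without the block and 10 with it. MCM5 (ENSBTAG00000015595, chromosome 5 from 73633343 to 73661908) had a TPM of 68.7 ± 6.55 (SD, n = 3) in the CYST group and 19.0 ± 4.40 (SD, n = 3) in the UG-LIKE group, with a Log2FC of -1.87 (standard error 0.20, adjusted p = 0.0165 from edgeR). Ribosome biogenesis in eukaryotes had 5 DEGs among 9 genes without the block and 8 with it. No gene of the fanconi anemia pathway, biosynthesis of cofactors or the IL-17 signaling pathway was a DEG without the block, and 7 of 7, 8 of 8 and 5 of 6 were with it. Of the viral protein interaction with cytokine and cytokine receptor genes, IL6R had the largest change, a Log2FC of -3.09 (standard error 0.82), with an adjusted p of 0.0884 without the block and 0.00352 with it (edgeR). The Log2FC of IL6R ranged from -3.89 to -1.83 when 1 library was left out. MCM5 and IL6R were singled out after their values were seen. Here too the genes drawn were chosen as downregulated DEGs from these libraries, so the counts of lower genes, the medians and the range reflect that choice.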

**Figure 5:**
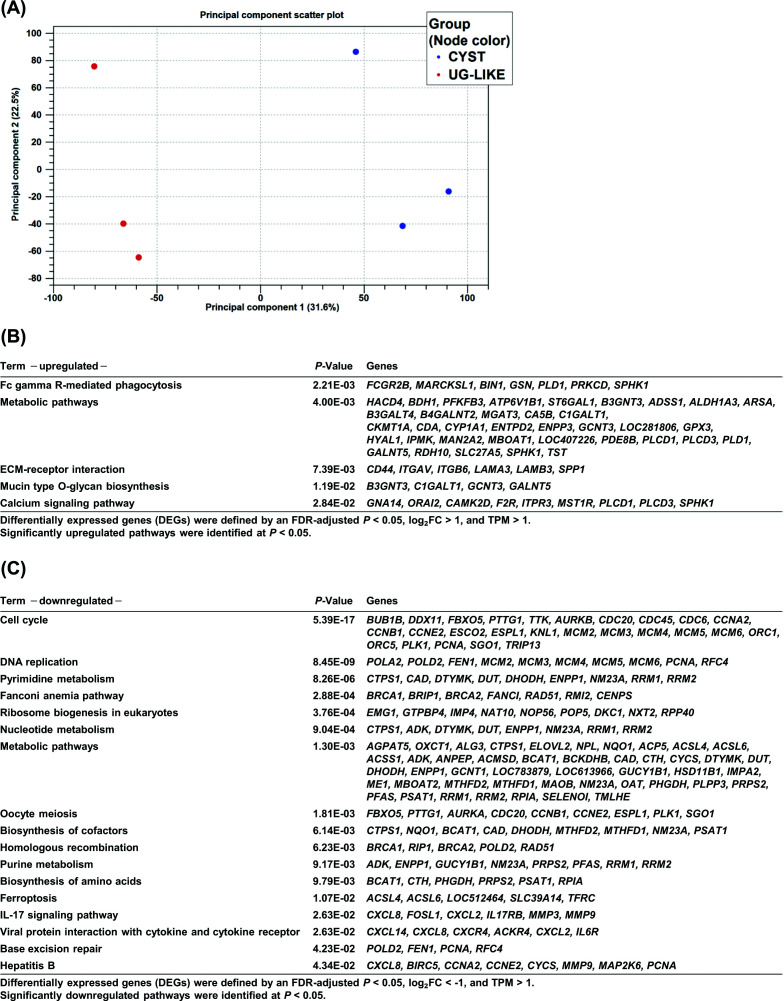
RNA-seq analysis comparing 3D-cultured bovine uterine glands with or without EGF treatment (UG-LIKE structures versus cysts). RNA-seq analysis comparing 3D-cultured bovine uterine glands with or without EGF treatment (UG-LIKE structures versus cysts). PCA plot of transcriptomic data in cysts (CYST, without EGF) and UG-LIKE structures (UG-LIKE, with EGF) on day 5 (*N* = 3 per group) (A). Upregulated enriched KEGG pathways identified from DEGs in UG-LIKE structures compared with cysts using an FDR-adjusted *P* < 0.05, Log_2_(fold change, FC) >1, and minimum TPM >1 (*N* = 3 per group) (B). Downregulated enriched KEGG pathways identified from DEGs in UG-LIKE structures compared with cysts using an FDR-adjusted *P* < 0.05, Log_2_(FC) < −1, and TPM > 1 (*N* = 3 per group) (C).

### Collagen I supplementation promoted the elongation of uterine gland-like structures

Although Matrigel primarily consists of basement membrane ECM components, such as laminin, collagen IV, nidogen, and entactin, the endometrium also contains other ECM proteins, including collagen I [34]. To investigate the effects of ECM components on the morphological changes occurring in 3D-cultured bovine uterine glands, fragments of uterine glands were cultured in Matrigel supplemented with 0, 0.1, 0.5 mg/ml bovine collagen I. The supplementation with 0.5 mg/ml collagen I significantly increased the length of UG-LIKE structures compared with 0 and 0.1 mg/ml collagen I (Figure 6A). In contrast, collagen I supplementation did not affect the formation rates of cysts, aggregates, or UG-LIKE structures (Supplementary Figure S3A).

**Figure 6:**
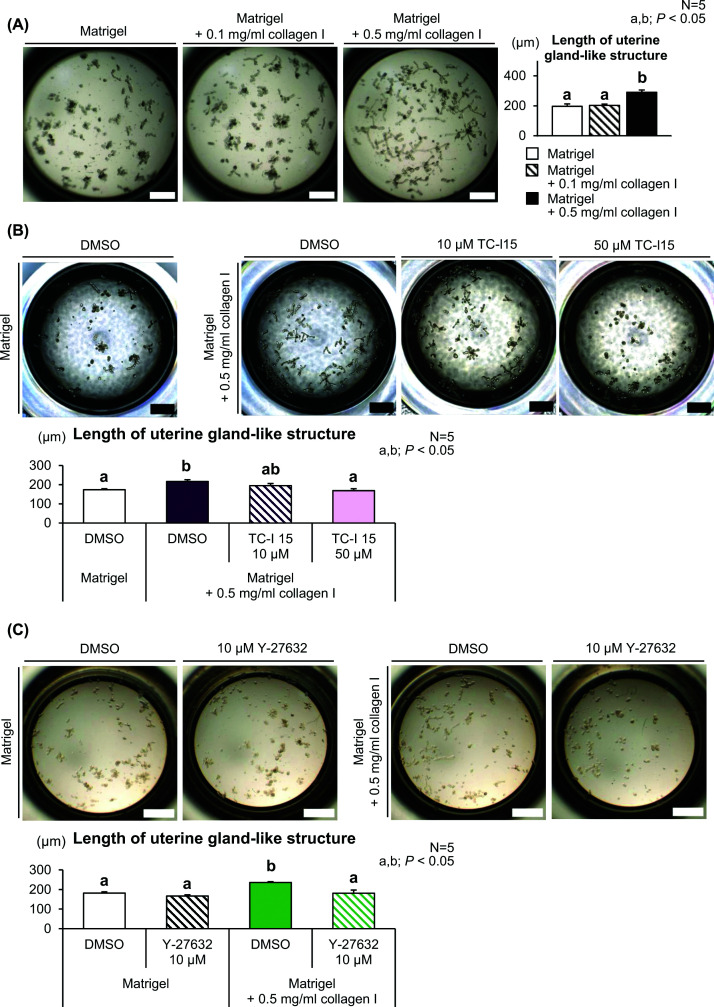
Morphological changes of UG-LIKE structures in collagen I-supplemented Matrigel, with or without the allosteric collagen I-binding integrin inhibitor and ROCK inhibitor. Morphological changes of UG-LIKE structures in collagen I-supplemented Matrigel, with or without the allosteric collagen I-binding integrin inhibitor and ROCK inhibitor. Lengths of UG-LIKE structures on day 5 in Matrigel supplemented with 0, 0.1, or 0.5 mg/ml bovine collagen I (*N* = 5, mean ± SEM). Different superscripts indicate significant differences among collagen I concentrations, as determined by one-way ANOVA of logit-transformed data (*P* < 0.05). Scale bars represent 1000 μm (A). Lengths of UG-LIKE structures on day 5 in Matrigel supplemented with 0 or 0.5 mg/ml bovine collagen I, with or without 0, 10, or 50 μM allosteric collagen I-binding integrin inhibitor (TC-l 15) (*N* = 5, mean ± SEM). Different superscripts indicate significant differences among experimental groups, combining collagen I supplementation and TC-l 15 treatment as a single factor, as determined by one-way ANOVA of logit-transformed data (*P* < 0.05). Scale bars represent 1000 μm (B). Lengths of UG-LIKE structures on day 5 in Matrigel supplemented with 0 or 0.5 mg/ml bovine collagen I, in the presence or absence of 0 or 10 μM ROCK inhibitor (Y-27632) (*N* = 5, mean ± SEM). Different superscripts indicate significant differences among experimental groups, with collagen I supplementation and Y-27632 treatment as two independent factors, as determined by two-way ANOVA of logit-transformed data (Supplementary Table S4, *P* < 0.05). Scale bars represent 1000 μm (C).

To examine how collagen I influences the morphological change of UG-LIKE structures, inhibitors involved in the recognition of collagen I and regulation of the cytoskeleton were added into the culture system described above. The addition of 50 μM allosteric collagen I-binding integrin inhibitor (TC-l 15) significantly suppressed the collagen I-induced elongation of UG-LIKE structures (Figure 6B). Similarly, the addition of 10 μM ROCK inhibitor (Y-27632) significantly attenuated the elongation of UG-LIKE structures by collagen I, but not in Matrigel alone (Figure 6C and Supplementary Table S4). In contrast, neither inhibitor altered the formation rates of cysts, aggregates, and UG-LIKE structures (Supplementary Figure S6B,C, and Supplementary Table S4).

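The UG-LIKE libraries described for the comparison with cysts also served as the MAT group, and 3 further libraries came from UG-LIKE structures cultured with 5 ng/ml EGF and 0.5 mg/ml collagen I (MAT + COL). Between 16665013 and 17948600 reads per library were counted on genes in the MAT + COL group, with a median of 17808510, so that MAT replicate 1, with 6568968, was the shallowest of the 6. The counts were processed as for cysts and UG-LIKE structures, which left 12470 genes to test. Across genes, the mean correlation between the deviations of same-numbered libraries was 0.579, and no other of the 6 pairings gave a mean as high.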

RNA-seq analysis was performed on UG-LIKE structures cultured for 5 days in Matrigel supplemented with 0.5 mg/ml collagen I (MAT + COL) or in Matrigel alone (MAT). 

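With the 15616 genes that had a count in any of the MAT and MAT + COL libraries, the first and second components explained 37.5% and 26.6% of the variance. Neither of them separated the groups, and later components were not examined. Collagen I supplementation accounted for 13.5% of the total sum of squares, and 8 of the 10 splits of the libraries into 3 and 3 gave a share as large (two-sided exact permutation test, p = 0.8). Of the 4 splits that put the libraries of each same-numbered pair on opposite sides, 2 gave a share as large, the real one included. So few splits cannot give a share under 0.05. With only the 500 most variable genes, the first component explained 53.9%.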

PCA plot showed no clear separation between the MAT + COL and MAT groups, with the first two principal components explaining 37.3% and 26.7% of the variance (Supplementary Figure S4A). 

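The replicate number accounted for 60.9% of the variance between the MAT and MAT + COL libraries, and none of the other numberings gave a share as large (exact permutation test, p = 0.167, the smallest p that 6 numberings allow). In the clustering of the 2000 most variable genes, 2 of the 3 same-numbered pairs of MAT and MAT + COL libraries were joined first. The distance between same-numbered libraries averaged 47.3, against 66.1 between differently numbered ones.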

Consistently, the hierarchical clustering dendrogram divided each sample primarily by individuals rather than by collagen I supplementation (Supplementary Figure S4B). Differential expression analysis did not identify significant DEGs between the MAT + COL and MAT groups (Supplementary Figure S4C; an FDR-adjusted *P* < 0.05, Log_2_ FC >1 or <−1, and TPM >1).

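Among the 12470 genes tested, 0 had an adjusted p under 0.05 and 51 (0.409%) had an unadjusted p under 0.05. With the replicate number as a block, 0 genes had an adjusted p under 0.05 and 618 (4.96%) had an unadjusted p under 0.05, close to the share that chance gives. The number of DEGs was also 0 with DESeq2, with the likelihood ratio test, with RLE size factors, without the filter on low counts and on downsampled counts. In data simulated as for cysts and UG-LIKE structures, with 200 genes changed by a Log2FC of 1.5, the test recovered 20.0% of them without the block and 81.5% with it. For a Log2FC of 3, it recovered 75.0% and 96.0%. With the block, 6 unchanged genes were called at either size, and without it 0. The smallest unadjusted p-values of the test without the block belonged to SERPINB9, UNC13A and CYP24A1. SERPINB9 and UNC13A had at most 2 counts in any MAT library and were at least 3.67-fold and 4.77-fold higher with collagen I, against a floor of 3 counts, with an adjusted p of 1 for each from edgeR. CYP24A1 (ENSBTAG00000002765, chromosome 13 from 81592173 to 81610648) had a TPM of 20.5 ± 2.67 (SD, n = 3) in MAT and 10.9 ± 2.23 (SD, n = 3) in MAT + COL, with a Log2FC of -1.00 (standard error 0.27, adjusted p = 1 from edgeR and 0.955 with the block).

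**Figure D1:**
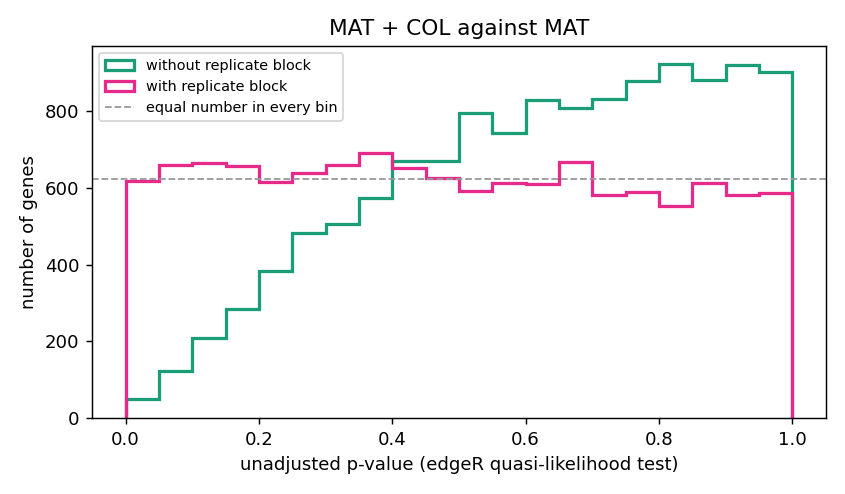
Number of genes by unadjusted p-value for MAT + COL against MAT, without and with the replicate number as a block, and the number expected if the p-values were spread evenly (dashed line). Without the block, 51 genes lie under 0.05, and with it 618.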

## Discussion

Although GFs, WNT signaling, and cell–ECM interactions are known to be involved in uterine gland formation *in vivo* [2,10,13], the underlying mechanisms governing this process remain unclear. Real-time observation of gland morphogenesis *in vivo* is technically difficult because uterine glands are deeply embedded within stromal cells, blood vessels, and the surrounding ECM [10,31]. Therefore, an *in vitro* culture system for uterine glands is necessary to directly investigate glandular tubulogenesis. In this study, we determined how GFs, WNT proteins, and ECM components regulate the morphology of 3D-cultured bovine uterine gland fragments.

During EGF stimulation, 3D-cultured bovine uterine gland fragments formed tubular UG-LIKE structures (Figure 2). These marked morphological changes likely arise from the interplay between proliferating cells and the surrounding ECM, which provides mechanical resistance at the tissue-matrix interface. To enlarge the tissue volume within the ECM, tissues need to generate outward forces against it by increasing proliferation and internal cell density [20,35]. Consistent with this issue, EGF-treated uterine gland fragments showed undulation, elongation, and stratification from days 1 to 3 (Figures 2B and 4A,B). EGF also rapidly increased the rate of Ki67-positive cells in 3D-cultured uterine gland fragments on days 2 and 3 compared with the control condition (Figure 4C). In contrast, uterine gland fragments cultured under control conditions expanded their lumina and eventually formed spherical cysts rather than tubular structures (Figure 4A,B), even though their Ki67-positive cells gradually increased by day 5 to levels comparable to those in the EGF-treated group (Figure 4C). Lumen expansion elevates intraluminal pressure and stimulates cell proliferation. Elevated intraluminal pressure also enhances mechanical tension and maintains epithelial acini [36,37]. Similarly, in our present results, pathways related to cell proliferation, such as cell cycle and DNA replication, were upregulated in cysts relative to UG-LIKE structures on day 5 (Figure 5C). These may imply that the rapid increase in proliferative activity could elevate internal cell density and generate outward forces that promote the elongation of uterine gland fragments, whereas increased intraluminal pressure in control cysts could stimulate cell proliferation and stabilize cell–cell connections as well, thereby suppressing the budding and elongation as observed for UG-LIKE structure formation. In addition, remodeling of the surrounding ECM is also involved in the elongation of epithelial tissues [17,18]. 

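Lists of cell cycle genes that were fixed before the data were examined, and that do not come from the paper's DEGs, were compared between the groups with limma's camera test, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 11 gene lists. All 41 tested genes of the S phase list were lower in UG-LIKE structures than in cysts, with a mean Log2FC of -1.20 (adjusted p = 1.54e-23 from limma), and so were all 54 genes of the G2/M phase list, with a mean of -1.00 (adjusted p = 2.97e-20). With the replicate number as a block, the means were -1.23 and -1.07. When the correlation between the listed genes was estimated from the 6 libraries instead, the adjusted p was 0.422 for both lists. Each CYST library had a higher mean than each UG-LIKE library for both lists. MKI67, which encodes Ki67 (ENSBTAG00000002444, chromosome 26 from 47507868 to 47537900), had a TPM of 15.2 ± 7.70 (SD, n = 3) in cysts and 6.84 ± 3.14 (SD, n = 3) in UG-LIKE structures, a Log2FC of -1.12 (standard error 0.42, adjusted p = 0.181 from edgeR, and 0.0767 with the replicate block). In same-numbered libraries the TPM of MKI67 went from 23.95 to 5.77, from 11.93 to 4.37 and from 9.61 to 10.4. For replicate 3 it was therefore not lower in UG-LIKE structures. The Log2FC of MKI67 ranged from -1.60 to -0.64 when 1 library was left out. For Ki67 protein on day 5, the paper reports comparable rates of positive cells with and without EGF. The paper proposes that increased intraluminal pressure could stimulate cell proliferation in cysts. It draws on published work on lumen pressure, the shape of the cysts and the Ki67 staining, besides the higher expression of cell cycle and DNA replication pathways.

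**Figure D2:**
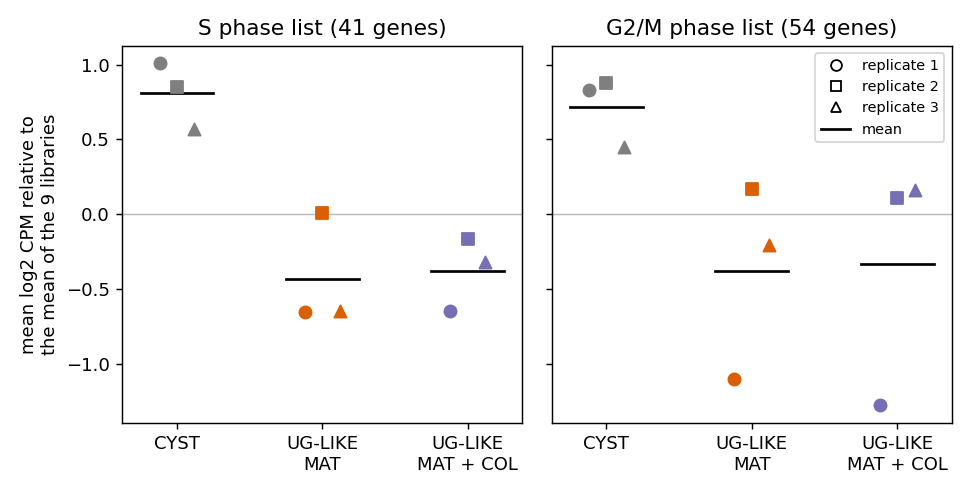
Mean log2 CPM of the S phase and G2/M phase lists in each library, relative to the mean of the 9 libraries, for cysts, UG-LIKE structures in Matrigel (MAT) and in Matrigel with collagen I (MAT + COL). Markers are replicates and lines are group means, and the 3 CYST libraries lie between 0.571 and 1.01 for the S phase list.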

As shown in Figure 5B, EGF significantly upregulated genes associated with the ECM–receptor interaction pathway, including *CD44*, *ITGAV*, *ITGB6*, *LAMA3*, *LAMB3*, and *SPP1*, in 3D-cultured uterine gland fragments. 

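For CD44, ITGAV, ITGB6, LAMA3, LAMB3 and SPP1, the TPM of each UG-LIKE library was higher than that of each CYST library. These are the genes the paper called upregulated, not the whole pathway. Lists of laminin chains and integrin subunits, written before the data were examined, had mean Log2FC values of 0.49 (9 genes) and 0.24 (18 genes). Both means lay within the range of 95% of random lists matched on expression and length (-0.303 to 0.585 and -0.327 to 0.397). CD44 (ENSBTAG00000011578, chromosome 15 from 65648898 to 65737462) had a TPM of 66.8 ± 15.0 (SD, n = 3) in cysts and 171.3 ± 27.4 (SD, n = 3) in UG-LIKE structures, with a Log2FC of 1.36 (standard error 0.19, adjusted p = 0.0256 from edgeR). LAMA3 (ENSBTAG00000027181, chromosome 24 from 32710019 to 33049146) rose from 103.6 ± 25.4 (SD, n = 3) to 439.5 ± 102 TPM (SD, n = 3), with a Log2FC of 2.04 (standard error 0.32, adjusted p = 0.0337). CD44 and LAMA3 were DEGs both without and with the replicate block. ITGAV (ENSBTAG00000019929, chromosome 2 from 9640830 to 9749434) had a Log2FC of 1.12 (standard error 0.29), ITGB6 (ENSBTAG00000009080, chromosome 2 from 36097355 to 36248565) of 1.63 (standard error 0.41), and LAMB3 (ENSBTAG00000016542, chromosome 16 from 73664041 to 73712373) of 1.69 (standard error 0.42). Their adjusted p-values from edgeR were 0.0805, 0.0766 and 0.0752 without the block and 0.00957, 0.00534 and 0.0125 with it. SPP1 (ENSBTAG00000005260, chromosome 6 from 36693206 to 36700390) had the widest spread of the 6 relative to its mean in both groups, with 40.2 ± 35.5 TPM (SD, n = 3) in cysts and 256.5 ± 202.8 TPM (SD, n = 3) in UG-LIKE structures. Its Log2FC was 2.76 (standard error 0.79), with an adjusted p of 0.106 without the block and 0.0797 with it. DESeq2 and edgeR's likelihood ratio test, both without the block, gave SPP1 an adjusted p of 0.0493 and 0.0112.

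**Figure D3:**
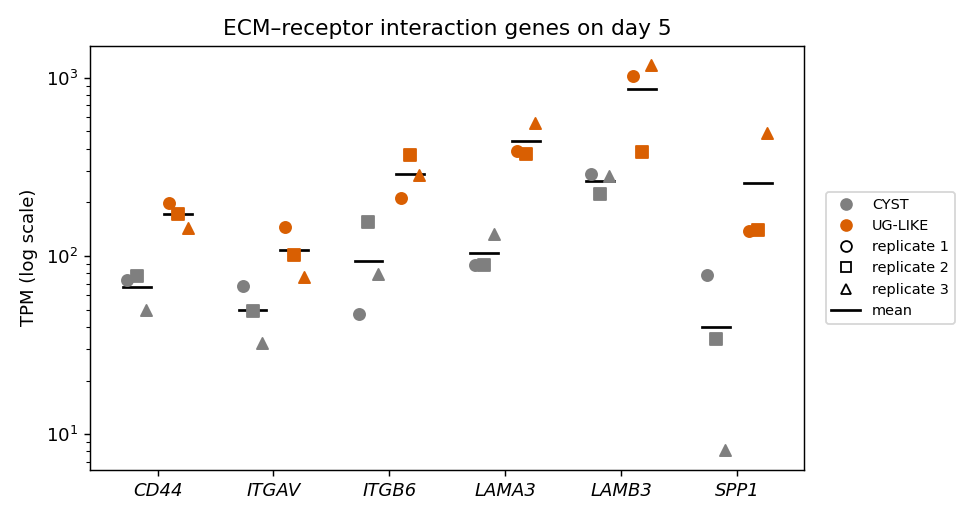
TPM (log scale) of the genes of the ECM–receptor interaction pathway that the paper called upregulated, in the CYST and UG-LIKE libraries on day 5. Markers are replicates and lines are group means, and for each gene the 3 UG-LIKE libraries lie above the 3 CYST libraries.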

For example, EGFR signaling cooperates with CD44 to regulate invasive behavior in breast epithelial cells [38]. This finding raises the possibility that interactions between EGF signaling and these ECM–receptor molecules could be involved in uterine gland morphogenesis.

In contrast to EGF, other GFs, including FGFs and IGF1, did not induce the formation of UG-LIKE structures (Figure 2A). In lung and kidney epithelial cells, EGF induces elongation and branching [39,40], whereas FGFs regulate the morphogenesis of mammary and salivary glands [19,21,41]. IGF1 is also involved in duct and branch formation in mammary glands [42,43]. These observations suggest that the dependence of tubular structure formation on GFs is highly tissue-specific. One possible explanation for this is the context-dependent interaction between cells and ECMs. In 3D culture, the mechanical property of ECM regulates integrin-FAK/Src pathways, which in turn modulate GF receptor activity and downstream signaling, such as MAPK [44]. This may determine cellular responsiveness to specific GFs in the current study. Future studies elucidate ECM-integrin-GF receptor crosstalk in uterine gland morphogenesis.

Over the past few years, the existence of a stem cell niche in the bovine uterine glands has been investigated [45]. Stem cell niche contains Wnt-dependent stem/progenitor cells, such as Lgr5-expressing cells, which contribute to the maintenance of tissue morphology by regulating cell proliferation and differentiation [46]. It is well known that gastric glands and intestinal crypts have Lgr5-expressing cells *in vivo* [47], and organoids derived from these tissues form bud-like structures in response to Wnt signaling [28,48,49]. Similarly, Lgr5-positive cells have also been identified in the mouse and human uterine glands. These cells are considered to be involved in neonatal development and cyclic regeneration of uterine glands [50,51]. By contrast, in the bovine endometrium, stem-like side-population cells are identified only in the stromal layers, but not in the uterine glands [52]. In line with this observation, the formation of bovine UG-LIKE structures did not respond to WNTs addition (Figure 3). Taken together, these findings suggest that adult bovine uterine glands are unlikely to contain Wnt-dependent stem/progenitor cells, at least under our culture conditions. This may be reasonable because, unlike the adult primate endometrium, the morphology of the bovine endometrium remains relatively constant throughout the estrous cycle [53].

ECM components are known to affect tissue morphogenesis. Previous studies have shown that the elongation of 3D-cultured mammary glands is promoted by increasing collagen I density in mixed Matrigel [54]. The present study showed that supplementation of collagen I with Matrigel promoted the elongation of UG-LIKE structures compared with Matrigel alone. However, the collagen I-induced increase in elongation of UG-LIKE structures appeared to rely primarily on mechanical signaling through the integrin-ROCK pathway, rather than on transcriptional regulation (Figure 6 and Supplementary Figure S4). 

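The genes for the targets of the paper's inhibitors, the collagen I-binding integrins and ROCK, had no significant change between MAT and MAT + COL. ITGA1 had a Log2FC of -0.21 (standard error 0.44), ITGA2 of -0.46 (standard error 0.37) and ITGB1 of 0.04 (standard error 0.15). The Log2FC of ROCK1 was -0.38 (standard error 0.21) and that of ROCK2 was 0.13 (standard error 0.22). The adjusted p from edgeR was 1 for each of the 5 genes without the replicate block and between 0.955 and 0.991 with it. Before adjustment, edgeR with the block gave ITGA2 a Log2FC of -0.44 (standard error 0.14, unadjusted p = 0.0092). ROCK1 had -0.37 there (standard error 0.14, unadjusted p = 0.024). For ITGA1, ITGB1 and ROCK2 the unadjusted p of that fit was 0.856, 0.684 and 0.475. ITGA1 changed sign, to 0.03, with limma on log2(TPM + 1). The TPM of ITGB1 (ENSBTAG00000015910, chromosome 13 from 19971719 to 20014496) was 582.7 ± 59.9 (SD, n = 3) in MAT and 632.1 ± 35.6 (SD, n = 3) in MAT + COL. The paper proposes, from the inhibitor experiments and the RNA-seq comparison, that collagen I acts mainly through mechanical signaling.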

Similar phenomena have been reported in mammary epithelial cells. ROCK-mediated cellular contractility regulates the morphogenesis of 3D-cultured breast epithelial cells in collagen I matrix [55], and mammary epithelial structures elongate along collagen I fiber orientations in a Rac1- and ROCK-dependent manner [56]. It is well known that Rac and Rho GTPases regulate the actin cytoskeleton and cell motility through protein–protein interactions [57]. It is possible that uterine gland elongation is influenced by the surrounding collagen I matrix through modulation of cytoskeletal tension at the mechanical level. Their precise interaction should be further investigated.

In summary, we investigated the effects of GFs, WNTs, and ECM components on the formation of UG-LIKE structures. Our newly established 3D culture system of bovine uterine gland fragments would provide a valuable platform for further studying gene expression profiles and mechanical properties that govern the gland morphogenesis. It will also facilitate studies on the secretory functions of UG-LIKE structures in response to hormonal stimulation.

## Supplementary Material

Supplementary Figures S1-S4 and Tables S1-S4

Supplementary Figures Video S1

Supplementary Video S1

## Data Availability

The data supporting the findings of this study are available in the article and its supplemental figures, tables, and a video. The RNA-seq data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [58] and are accessible through GEO Series accession number GSE315926 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE315926) [30].

## Abbreviations

ANOVA: analysis of variance
BSA: bovine serum albumin
DEG: Differentially expressed gene
ECM: extracellular matrix
FDR: false discovery rate
GF: growth factor
HBSS: Hanks' Balanced Salt Solution
KEGG: Kyoto Encyclopedia of Genes and Genomes
PCA: principal component analysis
RT: room temperature
SEM: standard error of the mean
TPM: transcripts per million
UGKO: uterine gland-knockout
UG-LIKE: uterine gland-like

# Supplementary material for: Tubulogenesis of bovine uterine glands by epidermal growth factor and collagen I in 3D culture systems
**Source:** Biosci Rep. 2026 Jun 8;46(6):BSR20260010. doi: 10.1042/BSR20260010
**Supplement:** Supplementary Figures S1-S4 and Tables S1-S4

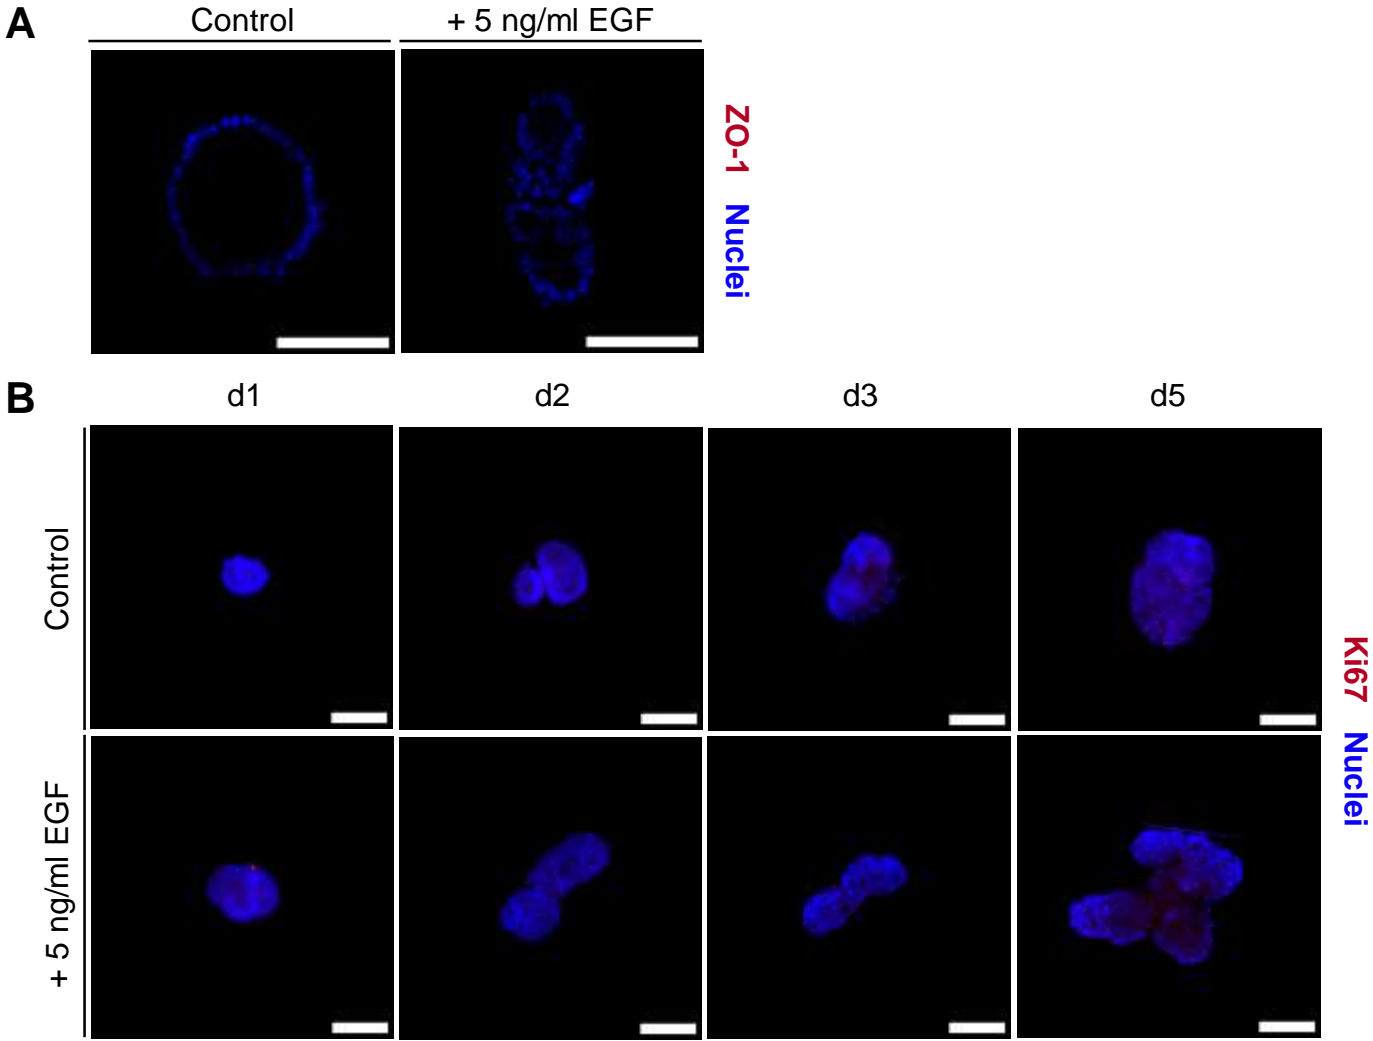

**Figure S1**

Negative controls of immunohistochemistry. (A) Negative control images of ZO-1 immunostaining in 3D-cultured bovine uterine glands on day 5 with or without 5 ng/ml EGF. ZO-1: red and nuclei: blue. Scale bars represent 100  $\mu\text{m}$ . (B) Negative control images of Ki67 immunostaining in 3D-cultured bovine uterine glands on days 1, 2, 3, and 5, with or without 5 ng/ml EGF. Ki67: red and nuclei: blue. Scale bars represent 100  $\mu\text{m}$ .

**A**

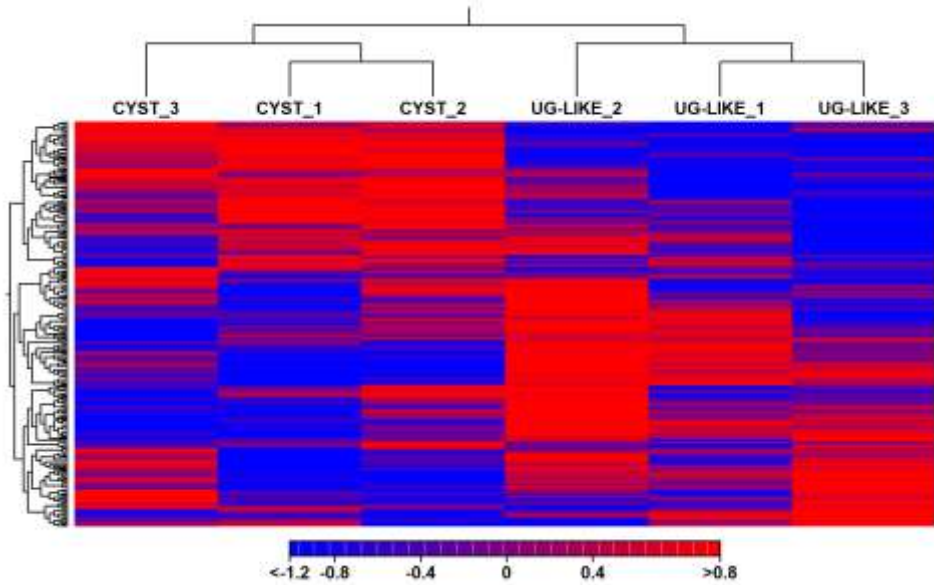

**B**

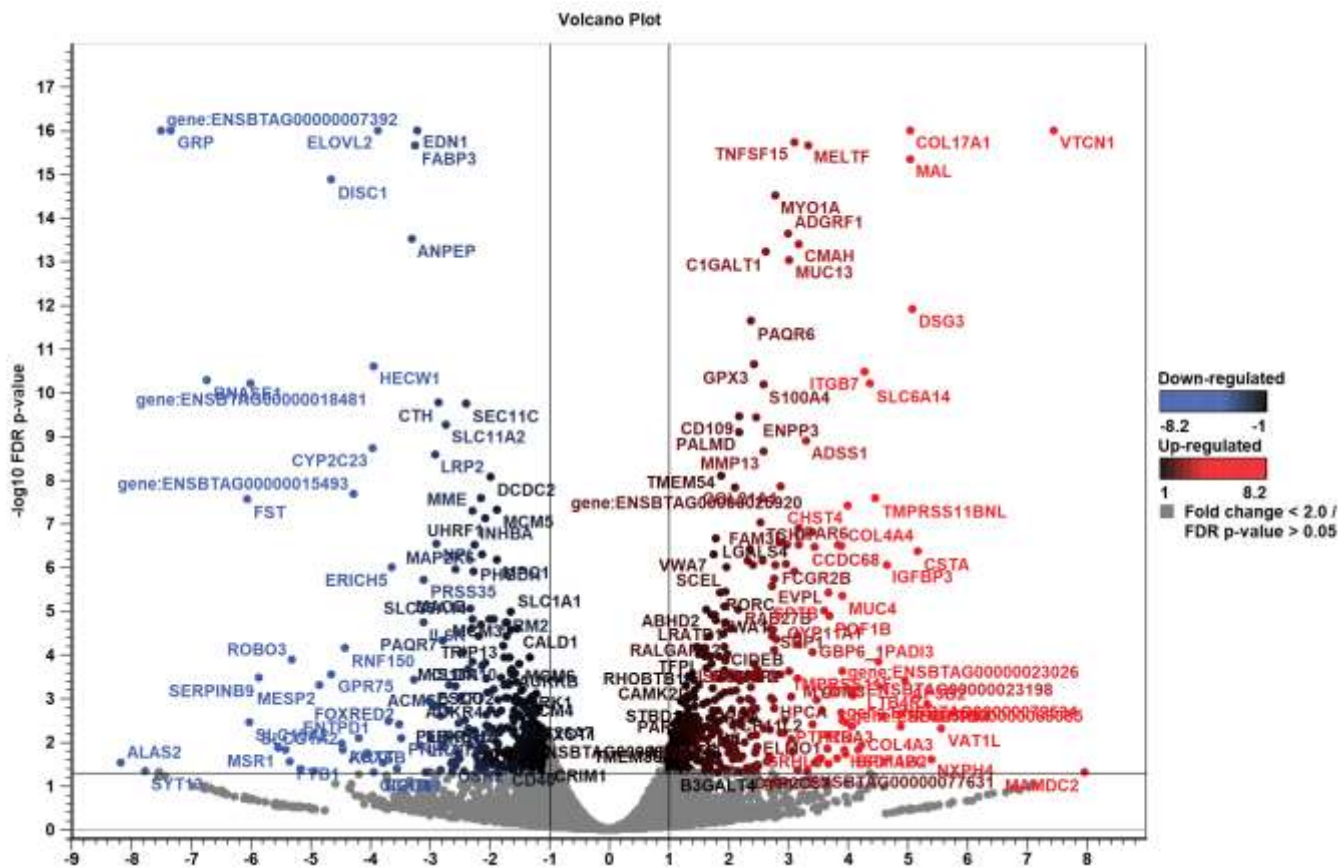

**Figure S2**

Cluster analysis and volcano plot of transcriptomic data in cysts and uterine gland-like structures. (A) Hierarchical cluster analysis and heatmap of the top 2,000 most variable genes across all samples (CYST\_1, 2, and 3; UG-LIKE\_1, 2, and 3). 

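Which genes count as most variable depends on the scale on which the variance is taken. Of the 2000 genes with the largest variance of log2 CPM, 749 were below edgeR's filter on low counts. The median of the mean count per library over all 2000 genes was 17.8. When the 2000 most variable genes were taken from the genes above that filter, 5 of the 6 libraries fell in the branch of their own group. With log2(TPM + 1) in place of log2 CPM, the number was also 5, with CYST replicate 3 joining the 3 UG-LIKE libraries.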

Distances were calculated using Euclidean distance and clustered with complete linkage. Dendrograms display the clustering of both genes (rows) and samples (columns). Red: upregulated and blue: downregulated. (B) Volcano plot of transcriptomic data in uterine gland-like structures compared with cysts on day 5. 

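The upregulated DEG with the largest Log2FC was MELTF (ENSBTAG00000002998, chromosome 1 from 71475841 to 71500659 of ARS-UCD2.0), whose TPM was 4.93 ± 0.843 (SD, n = 3) in the CYST group and 50.3 ± 14.5 (SD, n = 3) in the UG-LIKE group. Its Log2FC was 3.34 (standard error 0.31, adjusted p = 0.00956 from edgeR's quasi-likelihood test). ADSS1, ENSBTAG00000053794, CMAH and TNFSF15 followed, with Log2FC values of 3.31, 3.19, 3.18 and 3.07. At the position of ENSBTAG00000053794, RefSeq lists LOC407226, with the synonym MOGAT2, and LOC132342345. LOC407226 is drawn in Figure 5B and was not found under that symbol. The downregulated DEG with the largest change was ENSBTAG00000007392, on chromosome 21 from 59163924 to 59174909, which has no symbol in the files. RefSeq lists SERPINA14, with the synonym UTMP, from 59164221 to 59172290 of the same chromosome. Its TPM fell from 6292 ± 1288 (SD, n = 3) to 35.5 ± 20.9 (SD, n = 3), with a Log2FC of -7.49 (standard error 0.57, adjusted p = 0.00673). GRP (ENSBTAG00000004796, chromosome 24 from 58203569 to 58216345) had the smallest adjusted p of all genes tested, 0.000686. Its TPM was 42260 ± 4809 (SD, n = 3) in the CYST group and 269.7 ± 89.2 (SD, n = 3) in the UG-LIKE group, a Log2FC of -7.33 (standard error 0.38). ELOVL2, ANPEP and FABP3 had Log2FC values of -3.86, -3.30 and -3.23.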

Red: upregulated and blue: downregulated. DEGs were identified using an FDR-adjusted  $P < 0.05$ ,  $\text{Log}_2\text{FC} > 1$  or  $< -1$ , and minimum TPM  $> 1$  (N = 3 per group).

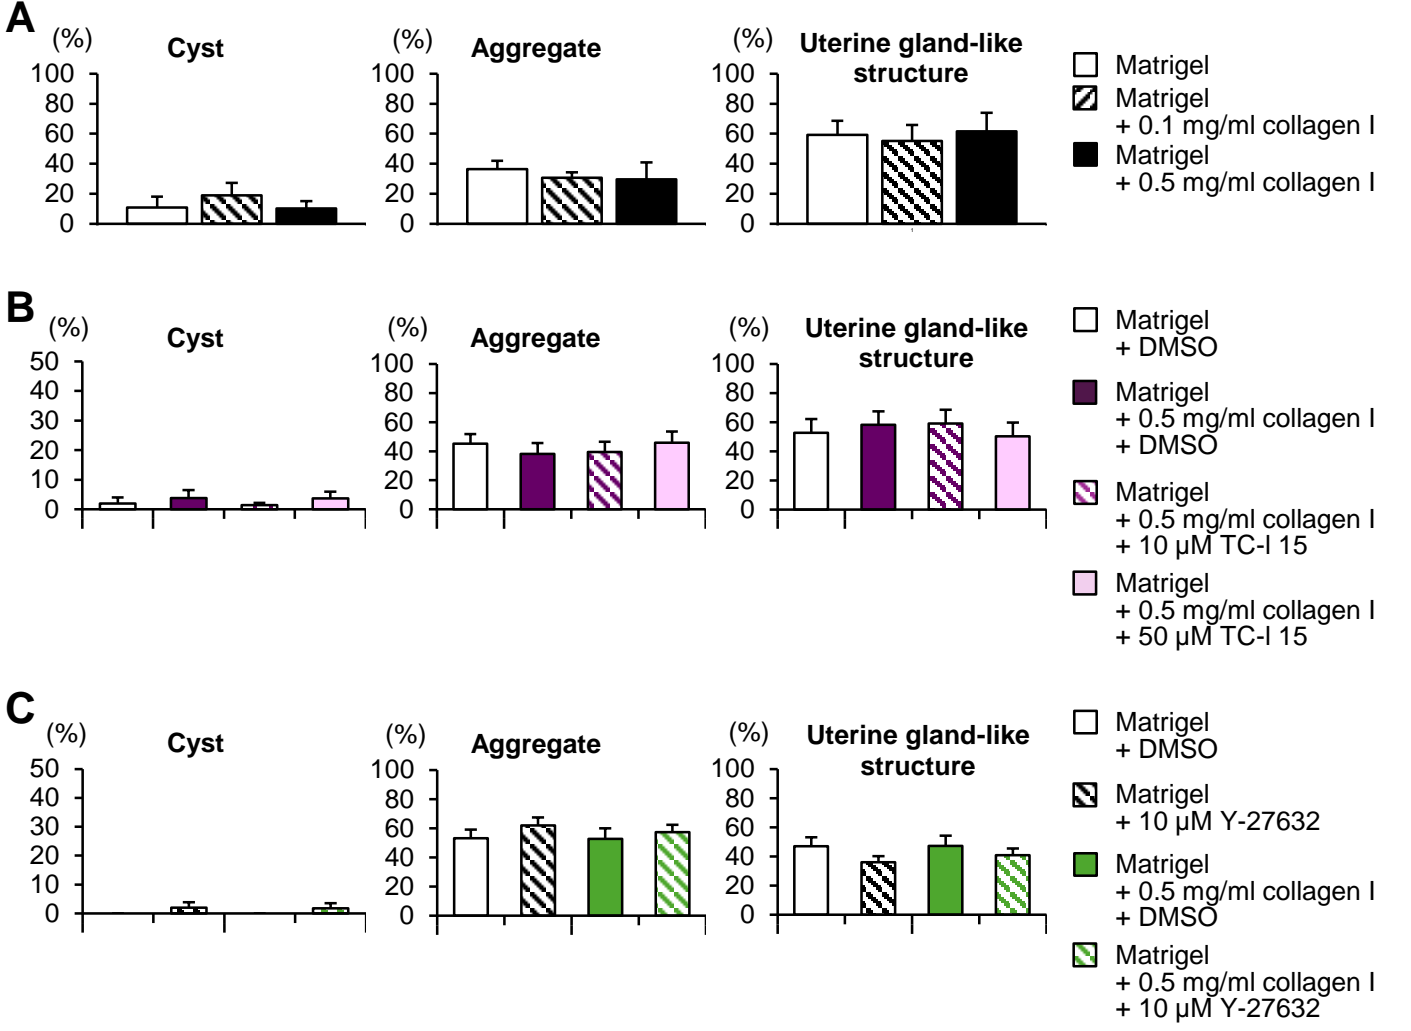

**Figure S3**

Formation rates of cysts, aggregates, and uterine gland-like structures in collagen I-supplemented Matrigel, with or without the allosteric collagen I-binding integrin inhibitor and ROCK inhibitor. (A) Formation rates of cysts, aggregates, and uterine gland-like structures on day 5 in Matrigel supplemented with 0, 0.1, or 0.5 mg/ml bovine collagen I (N = 5, mean  $\pm$  SEM). Statistical differences were determined by one-way ANOVA of arcsine-transformed data, comparing collagen I concentrations ( $P < 0.05$ ). (B) Formation rates of cysts, aggregates, and uterine gland-like structures on day 5 in Matrigel supplemented with 0 or 0.5 mg/ml bovine collagen I, with or without 0, 10, or 50  $\mu$ M allosteric collagen I-binding integrin inhibitor (TC-I 15) (N = 5, mean  $\pm$  SEM). Statistical differences were determined by one-way ANOVA of arcsine-transformed data, comparing experimental groups with collagen I supplementation and TC-I 15 treatment as a single factor ( $P < 0.05$ ). (C) Formation rates of cysts, aggregates, and uterine gland-like structures on day 5 in Matrigel supplemented with 0 or 0.5 mg/ml bovine collagen I, with or without 0 or 10  $\mu$ M ROCK inhibitor (Y-27632) (N = 5, mean  $\pm$  SEM). Statistical differences were determined by two-way ANOVA of arcsine-transformed data, comparing experimental groups with collagen I supplementation and Y-27632 treatment as two independent factors ( $P < 0.05$ ).

**A**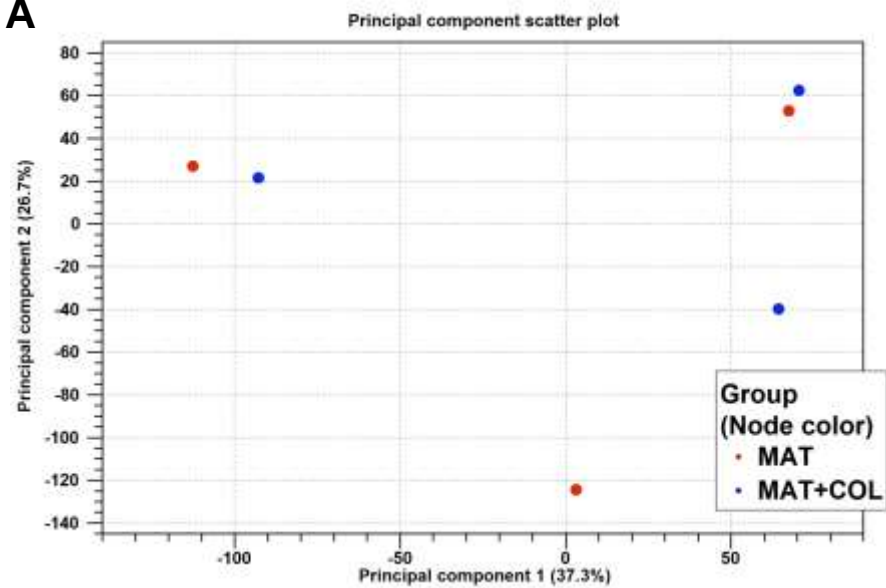**B**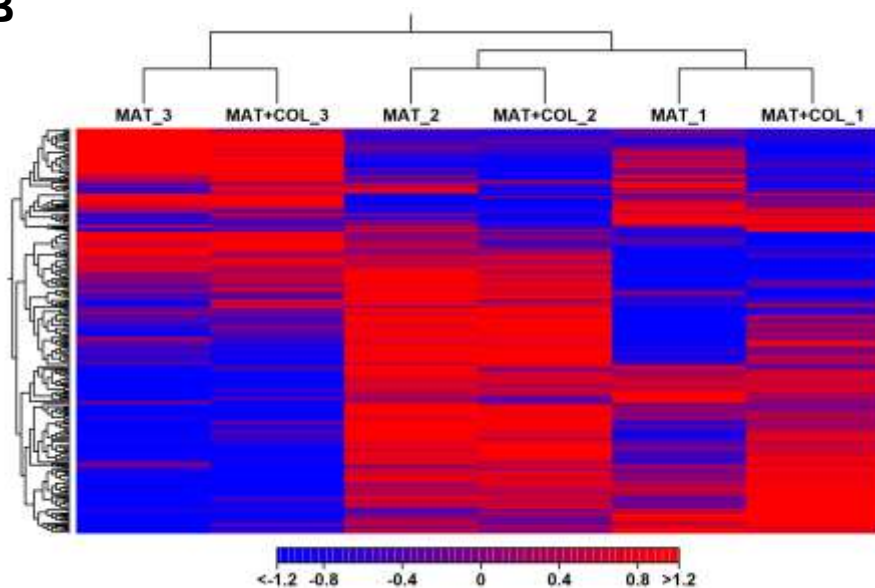**C**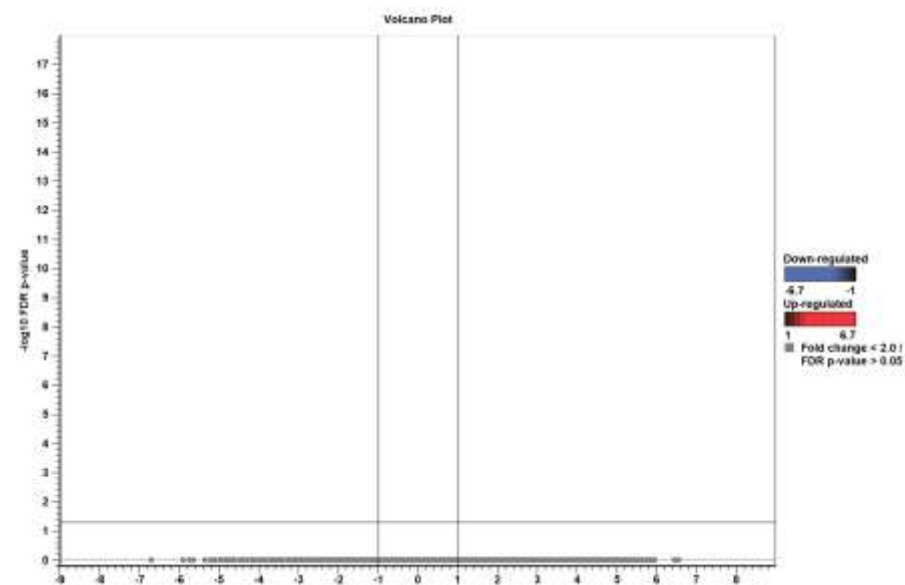

**Figure S4**

RNA-seq analysis comparing uterine gland-like structures between in collagen I-supplemented Matrigel and Matrigel alone. (A) Principal component analysis (PCA) plot of transcriptomic data in uterine gland-like structures cultured in Matrigel alone (MAT) or in Matrigel supplemented with 0.5 mg/ml collagen I (MAT + COL) for 5 days (N = 3 per group). 

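With the 500 genes of largest variance, with the 2000 genes of largest variance-to-mean ratio of counts, or with log2(TPM + 1), all 3 same-numbered pairs of MAT and MAT + COL libraries were joined first. With average linkage or with genes centred but not scaled, 2 were. With all genes kept by the filter on low counts, 2 were as well, and MAT replicate 1 fell in the branch of replicate 3, apart from MAT + COL replicate 1.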

(B) Hierarchical cluster analysis and heatmap of the top 2,000 most variable genes among all samples (MAT\_1, 2, and 3; MAT + COL\_1, 2, and 3). Distances were calculated using Euclidean distance and clustered with complete linkage. Dendrograms display the clustering of both genes (rows) and samples (columns). Red: upregulated and blue: downregulated. (C) Volcano plot of transcriptomic data in uterine gland-like structures cultured in MAT or in MAT + COL for 5 days. Red: upregulated and blue: downregulated. DEGs were identified using an FDR-adjusted  $P < 0.05$ ,  $\text{Log}_2\text{FC} > 1$  or  $< -1$ , and  $\text{TPM} > 1$  (N = 3 per group).

**Table S1**

Table of two-way ANOVA performed on arcsine-transformed arcsine- transformed formation rate of cysts, aggregates, and uterine gland-like structures, with EGF and WNT treatments as two factors.

\*\**P*<0.01, \*\*\**P*<0.001

**Table S2**

Table of two-way ANOVA performed on arcsine-transformed Ki67-positive cell rates, with culture period and EGF treatment as two factors.

\*\**P* < 0.01, \*\*\**P* < 0.001

**Table S3**

Differentially expressed genes (DEGs) in the UG-LIKE group compared with the CYST group  
(an FDR-adjusted  $P < 0.05$ ,  $\text{Log}_2(\text{FC}) > 1$  or  $< -1$ , and  $\text{TPM} > 1$ ).

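All 593 genes of Table S3 were found in the deposited files, and their lowest TPM in any of the 6 libraries was 1.01. All 593 had the same direction of change in the deposited counts, and the median absolute difference between the Log2FC computed from the counts and the value printed in the table was 0.00487. The table contained all of the 175 DEGs found without a replicate block and 546 of the 726 found with it. Of the 593 genes, 590 had an unadjusted p under 0.05 in the test without the block.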

**Table S4**

Table of two-way ANOVA performed on arcsine- transformed formation rate of cysts, aggregates, and uterine gland-like structures, and logistic-transformed length of uterine gland-like structures, with collagen I supplementation and Y-27632 treatment as two factors.

\* $P < 0.05$ , \*\*\* $P < 0.001$

# Supplementary material for: Tubulogenesis of bovine uterine glands by epidermal growth factor and collagen I in 3D culture systems
**Source:** Biosci Rep. 2026 Jun 8;46(6):BSR20260010. doi: 10.1042/BSR20260010
**Supplement:** Supplementary Figures Video S1

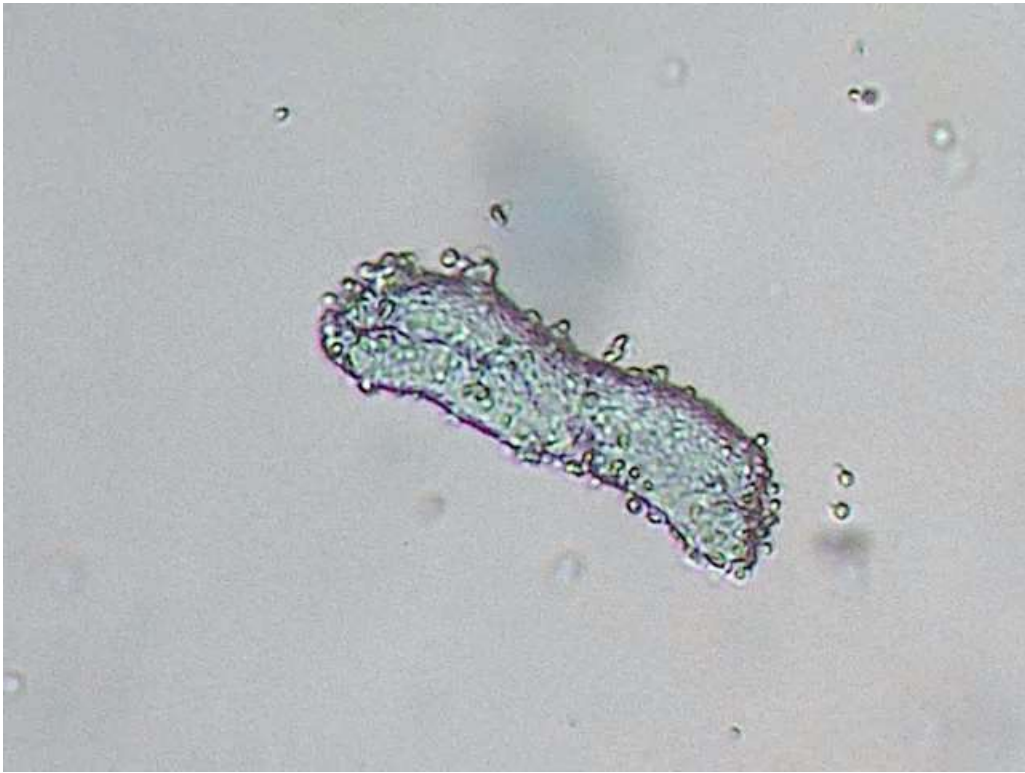

**Video S1**

Time-lapse imaging of bovine uterine gland-like structure formation in a 3D culture system. This video shows the morphological changes of 3D-cultured bovine uterine gland fragments in the presence of 5 ng/ml EGF. Images were captured every 20 min for a total duration of 5 days using a WSL-1800 CytoWatcher equipped with an ImageSaverT. The temperature was maintained at 38.5°C in a humidified atmosphere containing 5% CO<sub>2</sub> in air.

How the deposited data were processed for this re-analysis (not part of the article)

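RNA-seq on day 5 of culture covered 9 libraries from bovine uterine gland fragments, with 3 libraries each from cysts without EGF (CYST), from UG-LIKE structures with EGF in Matrigel (MAT) and from UG-LIKE structures with EGF in Matrigel with 0.5 mg/ml collagen I (MAT + COL). Conditions and replicate numbers were taken from the sample labels and condition names from the paper. The EGF dose of 5 ng/ml was taken from the paper, because the labels give none.

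The authors trimmed the reads, aligned them to the bovine genome in CLC Genomics Workbench with default parameters, and deposited counts: the number of reads on each of 20679 genes in each library, without normalization. The authors also deposited TPM values of the same genes and libraries. The paper's text does not name the release of the annotation, the strand setting of the counting, or the statistical test behind the DEGs. All per-sample columns of both files were used.

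Total counts per library ranged from 6568968 to 17948600. Totals were uneven within the CYST and MAT groups, and the MAT + COL libraries were deeper than most of the others. The counts come from PCR-amplified reads without molecular identifiers, so any floor computed from them covers counting error only. A gene at or under 3 counts in each library of a group was given as a lower bound of the fold change against that floor.

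Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by filterByExpr with the group factor and its minimum count of 10, normalized by TMM, and tested with glmQLFit and glmQLFTest on the 6 libraries of each comparison, with Benjamini-Hochberg adjustment over the genes tested. The criteria for DEGs were those of the paper: an adjusted p under 0.05, a Log2FC above 1 or below -1, and a TPM above 1, read as the TPM of each of the 6 libraries. The paper names no pairing of libraries in its methods but describes the MAT and MAT + COL dendrogram as divided by individuals, so the replicate number was used as a block in an alternative fit. The comparison of MAT + COL with CYST, which the paper does not make, was run in the same way.

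Principal components were computed on log2 CPM (TMM, prior count of 2), with each gene centred and scaled. Clustering used Euclidean distance and complete linkage on the 2000 genes with the largest variance. Shares of variance were tested by exact permutation of the group labels or replicate numbers. Gene lists were compared with limma's camera, two-sided, with an inter-gene correlation of 0.01 and adjustment over 11 lists. The S phase and G2/M phase lists are those distributed with the Seurat package, and the others were written by hand before the data were examined. Their mean Log2FC was also set against 10000 random lists matched on expression and gene length. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

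The genes named were chosen by a rule set before the data were examined: the 5 upregulated and 5 downregulated DEGs with the largest Log2FC and non-overlapping groups, the 5 and 5 largest that failed only the TPM criterion, the genes the paper names in its text or Figure 5, the targets of its assays, the ligands of the EGF family, and the 3 smallest p-values for collagen I. Among the genes of Figure 5, those described one by one were picked after their values were seen.

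The tests were tested on simulated data with 200 changed genes per run, drawn at the depths and dispersions of the libraries and with the differences between replicate numbers kept as the block estimated them, which favours the block. Alternatives set before the data were examined were DESeq2, RLE size factors, the likelihood ratio test, no filter on low counts, the replicate block, all 9 libraries in the fit, downsampling to the smallest library, other readings of the TPM criterion, no Log2FC criterion, limma on log2(TPM + 1), other scalings, gene sets and linkage for the components and clusters, an estimated inter-gene correlation, and leaving out each library in turn. Combinations of the replicate block with other choices were added after the data had been seen. Pathway enrichment was not recomputed, because the pathway database was not available, and no reads were realigned.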

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

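The tests on the genes that fail the TPM criterion and on the MAPK list under collagen I, and all counts of other splits apart from that for CYST against UG-LIKE, were chosen only after the results were seen.

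The paper does not compare UG-LIKE structures grown with collagen I with cysts. These libraries gave 141 DEGs against the CYST group, 64 upregulated and 77 downregulated, and 433 with the replicate block. Of the 175 DEGs between UG-LIKE structures without collagen I and cysts, 96 were among the 141, and all 175 had the same direction in both comparisons. The CYST libraries are common to both comparisons, so the directions are not independent. Of the 4 splits of the 6 libraries that part 3 same-numbered pairs, 1, the real one, gave as many genes with an adjusted p under 0.05 (186 genes). The 6 other splits, which part 1 pair, gave at most 2. With 4 splits the share cannot fall under 0.05. Depth differs between the groups, since the MAT + COL libraries had a median of 17808510 counts and the CYST libraries 9958018, and this comparison was not repeated on downsampled counts.

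Between CYST and UG-LIKE structures, 27 genes passed the adjusted p and Log2FC criteria but had a TPM of 1 or less in at least 1 library, and so fall outside the DEGs of the paper's criteria. Of these, 14 were higher and 13 lower in UG-LIKE structures. With the replicate block there were 123. The largest increases were in VTCN1 (Log2FC 7.64), CSTA (5.13), DSG3 (5.11), COL17A1 (5.08) and MAL (5.03), with adjusted p-values from edgeR between 0.0191 and 0.0333. In the CYST libraries these genes had at most 24 counts, so their Log2FC values rest on few reads. RNASE1, SLC10A2, SERPINB9 and CLDN11 had at most 2 counts in any UG-LIKE library and were at least 44.5-fold, 8.86-fold, 13.3-fold and 5.60-fold lower there, against a floor of 3 counts. ENSBTAG00000018481 had a Log2FC of -6.09. For 26 of the 27 genes the 3 MAT + COL libraries also lay beyond all 3 cysts, and for 86 of the 123 found with the block. The same 3 cysts enter both comparisons, and same-numbered MAT and MAT + COL libraries resemble each other (mean correlation of deviations 0.579), so scatter between cultures would recur as well and these genes cannot be told apart from it by this count. On counts drawn down to the smallest library, 22 of the 27 still passed both criteria, so unequal depth does not account for most of them. Over all genes, the other splits of these 6 libraries gave 0 genes with an adjusted p under 0.05, against 216 in the real split (at an unadjusted p under 0.05, between 60 and 772 against 2496). A candidate explanation for the increases is a programme of stratified epithelium under EGF. The list of stratified epithelium genes had a mean Log2FC of 0.42 over the 8 of its 22 genes that could be tested (5 higher, 3 lower, adjusted p = 0.225), and over its alternatives the adjusted p ranged from 0.1 to 0.578. Of the 27 genes, 0 are on this list, so the test does not bear on them.

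The MAPK output list of 10 genes was lower in MAT + COL than in MAT, with a mean Log2FC of -0.29 (8 of 10 genes lower, adjusted p = 0.00611 from limma's camera). The replicate block gave -0.37 (9 of 10 lower, adjusted p = 1.46e-06). The mean of the list was lower in MAT + COL in each of the 3 same-numbered pairs, with differences of -0.551, -0.330 and -0.207 on the log2 scale. The paper reports no gene set for this comparison. Of the 4 splits that part 3 pairs, 1, the real one, gave as small a p, and 2 of all 10 did, the other parting 1 pair. MAT replicate 1 was the shallowest library, but without it the adjusted p was 0.00629. Leaving out each library in turn gave mean Log2FC values from -0.69 to -0.061, so the size of the shift depended on single libraries. When the correlation between the listed genes was estimated from the libraries, the adjusted p was 0.755, and over all alternatives it ranged from 7.86e-07 to 0.755, so the pattern cannot be told apart from joint variation of these genes between libraries by this test. With the counts of the list lowered by a further 1 on the log2 scale in MAT + COL, the test with estimated correlation gave an adjusted p of 0.0302 without the block and 0.114 with it, so at the size seen this test decides little.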

How the results depend on the processing

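Combinations of the replicate block with another choice were added after the data had been seen. All other alternatives were set before the data were examined.

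The number of DEGs between CYST and UG-LIKE structures depended on the test. It was 175 (87 upregulated, 88 downregulated) as reported, 702 with DESeq2 (342 and 360), 615 with the likelihood ratio test (290 and 325), 726 with the replicate block (354 and 372) and 331 with all 9 libraries in the fit (183 and 148). The block combined with DESeq2 gave 888 (432 and 456), with all 9 libraries 839 (435 and 404), on downsampled counts 717 (350 and 367), with RLE size factors 712 (358 and 354), and with no TPM criterion 849. RLE size factors, no filter on low counts, downsampling, limma on log2(TPM + 1), the other readings of the TPM criterion and no Log2FC criterion gave between 165 and 240 DEGs. The fits that each left out 1 library gave from 5 to 227 DEGs (from 1 to 124 upregulated and from 4 to 103 downregulated). In the simulated data, which kept the differences between replicate numbers, the test without the block gave unadjusted p-values under 0.05 for 0.85% of the unchanged genes and the block for 4.88%, so where such differences are present the test without the block makes fewer calls than its threshold allows. At an adjusted p under 0.05 the block called 23 unchanged genes beside 144 changed ones at a Log2FC of 1.5, and 14 beside 188 at 3, in both runs more than 5% of its calls, and the test without the block called 0. The other causes were not tested.

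Between MAT + COL and MAT, the number of DEGs was 0 in all fits, those that left out 1 library included. Between 41 and 622 genes had an unadjusted p under 0.05 in the fits that left out no library, and between 31 and 282 in those that left out 1. DESeq2 with the block gave 1 gene with an adjusted p under 0.05, which did not meet the Log2FC criterion. Between MAT + COL and CYST, the 141 DEGs became 703 with DESeq2, 597 with the likelihood ratio test and 433 with the block, and from 3 to 166 when 1 library was left out. RLE size factors, no filter on low counts and no TPM criterion gave between 143 and 161. Of the causes, only differences between individuals counted as noise between MAT + COL and MAT without the block were tested.

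The first component of CYST and UG-LIKE explained 31.6% of the variance, 33.8% with genes centred but not scaled, 34.4% with genes kept by filterByExpr, 40.4% with the 500 most variable genes, and from 34.0% to 37.7% when 1 library was left out. The share of variance by group was 31.1%, with 32.5%, 33.8% and 37.0% under the same choices, 29.5% with log2(TPM + 1) and from 33.4% to 37.1% when 1 library was left out. For MAT and MAT + COL, the first component moved from 37.5% to 43.1% without scaling and 53.9% with the 500 most variable genes (from 37.4% to 46.3% when 1 library was left out), and the share by group from 13.5% to 8.56% with those 500 genes (from 15.8% to 23.5% when 1 library was left out). These values were compared with the SD of the 6 values that each left out 1 library, a choice made after the data had been seen. In the clustering of CYST and UG-LIKE, the number of libraries in the branch of their own group was 3, the smallest it can be, and 6 with the genes of largest variance-to-mean ratio, 6 with all genes kept by filterByExpr, 5 with log2(TPM + 1), and from 3 to 5 when 1 of the 6 was left out. In that of MAT and MAT + COL, between 1 and 2 same-numbered pairs were joined first when 1 library was left out, which also leaves only 2 pairs. Of the causes, only few counts among the most variable genes of CYST and UG-LIKE were tested.

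The number of gene lists with an adjusted p under 0.05 between CYST and UG-LIKE was 3, and 5 with the block, 6 with the block on downsampled counts, 5 with the block and RLE size factors, 0 with the inter-gene correlation estimated and 0 with this and the block (from 3 to 4 when 1 library was left out). The S phase list kept its mean Log2FC of -1.20 and the G2/M phase list its -1.00 with the correlation estimated, with an adjusted p of 0.422 for both; with the block as well, the means were -1.23 and -1.07, with an adjusted p of 0.436 for both. In the other alternatives both lists stayed past the threshold, with means from -1.47 to -1.05 and from -1.30 to -0.69 when 1 library was left out. Between MAT + COL and MAT, 1 list passed, and 6 with the block, 5 with the block on downsampled counts, 6 with the block and RLE size factors, 0 with the correlation estimated and 0 with this and the block (from 2 to 6 when 1 library was left out). Causes other than the joint variation of listed genes, depth, and the length and expression level of the genes were not tested.

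Leaving out 1 library reversed the laminin chains list (mean Log2FC from -0.00621 to 0.696) and the stromal cells list (from -0.916 to 0.0505) between CYST and UG-LIKE. It also reversed the S phase (from -0.0851 to 0.304), G2/M phase (from -0.19 to 0.40), stromal cells (from -0.28 to 0.64) and hypoxia lists (from -0.55 to 0.19), ITGA1 (from -0.55 to 0.35) and ITGB1 (from -0.0215 to 0.125) between MAT + COL and MAT. ITGA1 was also reversed, to 0.0255, with limma on log2(TPM + 1). The causes were not tested. Of the other values of named genes, 31 became stronger and 5 weaker under the alternatives that left out no library, and 2 became stronger and 89 weaker when 1 library was left out. Of the values of the other gene lists, 13 became stronger and 4 weaker under the former, and 13 stronger and 3 weaker under the latter.

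The depth limits genes with few reads most, such as VTCN1, CSTA and SERPINB9, whose lower group had at most 9 counts per library.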

Differences from the paper's values

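For CYST against UG-LIKE structures, 175 DEGs were found here, against the paper's 593. Upregulated DEGs numbered 87 against the paper's 279, and downregulated DEGs 88 against the paper's 314. Of the alternatives set before the data were examined, the likelihood ratio test (615, with 290 and 325), DESeq2 (702, with 342 and 360) and the replicate block (726, with 354 and 372) came within 1.5 times the paper's 3 values. A similar number does not show which test the paper used. Its printed Log2FC values lay close to those of the fit without the block (median absolute difference 0.00487), a comparison not made for the block. RLE size factors (173), no filter on low counts (240), all 9 libraries in the fit (331), downsampling (165), limma on log2(TPM + 1) (194), the other readings of the TPM criterion (177 to 202), no Log2FC criterion (189) and leaving out 1 library (5 to 227) did not. Of the alternatives chosen after seeing the values, the block on downsampled counts (717) and with RLE size factors (712) also came within 1.5 times the paper's number of DEGs, as did the block with no TPM criterion (849), with DESeq2 (888) and with all 9 libraries (839), whose upregulated DEGs (427, 432 and 435) did not.

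The paper describes CYST and UG-LIKE libraries as falling in separate branches of the dendrogram of the 2000 most variable genes. Here each of the 2 branches held as many CYST as UG-LIKE libraries, and all 6 libraries fell in the branch of their own group with the 2000 genes of largest variance-to-mean ratio of counts or with all genes kept by filterByExpr. All 5 remaining libraries also fell in the branch of their own group when CYST replicate 1, CYST replicate 3 or MAT replicate 3 was left out.

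The paper names ITGAV, ITGB6, LAMB3 and SPP1 among the upregulated genes of the ECM–receptor interaction pathway. In the test without the replicate block their adjusted p-values were 0.0805, 0.0766, 0.0752 and 0.106, so they were not DEGs, though each was higher in the UG-LIKE group. ITGAV, ITGB6 and LAMB3 passed with the block (0.00957, 0.00534 and 0.0125), with DESeq2 (0.00586, 0.00118 and 0.000883) and with the likelihood ratio test (0.0157, 0.00759 and 0.00722), and ITGB6 also with all 9 libraries in the fit (0.0423). LAMB3 also passed without MAT replicate 2 (0.0465). SPP1 passed with DESeq2 (0.0493) and with the likelihood ratio test (0.0112). Of the genes drawn in Figure 5B and Figure 5C and found in the files, 15 of 51 and 31 of 103 were DEGs here without the block, and 46 and 95 with it. Figure 5C includes a gene read by eye as PRPS2, whose Log2FC here was -0.46 and which is not in Table S3.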

Other observations

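The tests of stromal carry-over, stratified epithelium, low oxygen and MAPK output under EGF, and the count of other splits for the DEGs between CYST and UG-LIKE structures, were set before the data were examined. The other tests were chosen only after the results were seen.

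The 216 genes with an adjusted p under 0.05 between CYST and UG-LIKE structures were compared with other splits of the 6 libraries. Of the 4 splits that part 3 same-numbered pairs, 1, the real one, gave as many, and the other 3 gave 0 genes (at an unadjusted p under 0.05, between 60 and 273). The 6 splits that part 1 pair also gave 0. With 4 splits the share cannot fall under 0.05. For the collagen I comparison, where 0 genes had an adjusted p under 0.05, 2 of the 4 splits with the replicate block gave as many genes with an unadjusted p under 0.05 as the 618 of the real split. A split that parts 1 pair, MAT replicates 1 and 3 with MAT + COL replicate 3 against the others, gave 526 genes with an adjusted p under 0.05, more than collagen I did.

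Genes lower in UG-LIKE structures could reflect stromal cells carried over with the gland fragments. The stromal cell list, which holds no gene of Table S3, had a mean Log2FC of -0.33 (13 of 18 genes lower, adjusted p = 0.200). With the block the adjusted p was 0.0724, and with the block on downsampled counts, chosen after the values were seen, it was 0.0409. It also passed 0.05 without CYST replicate 1 and without MAT replicate 3, and over all alternatives it ranged from 0.000485 to 0.803. Among 10000 random lists matched on expression and length, the mean lay at percentile 2.17 (95% of them from -0.313 to 0.448). In the 3 same-numbered pairs the mean of the list went from -0.151 to -0.182, from 0.130 to -1.15 and from 0.630 to 0.699, so the decrease came mostly from 1 pair. The largest decrease on the list was a Log2FC of -1.14 (PDGFRB), against -7.33 for GRP, so stromal carry-over does not account for decreases of that size. Nor does it account for decreases present in pairs 1 and 3, such as that of the S phase list, where the stromal mean was nearly level or higher. Decreases seen mostly in pair 2 cannot be told apart from it. Genes higher in UG-LIKE structures could reflect low oxygen inside the stratified structures. The hypoxia list had a mean of 0.49 (13 of 19 genes higher, adjusted p = 0.200), and with the block 0.71 (14 of 19 higher, adjusted p = 0.0217). Without CYST replicate 3 the mean was 1.38, and without MAT replicate 3 it was 0.18, and over all alternatives the adjusted p ranged from 5.29e-07 to 0.684. Among the random lists the mean lay at percentile 99.81 (95% of them from -0.365 to 0.306). The mean of the hypoxia list went from -0.755 to -0.117, from -1.18 to 0.233 and from 0.681 to 0.768 in the same-numbered pairs. It was nearly level in pair 3, so increases seen in that pair have little counterpart in this list. Random lists do not keep the correlation between listed genes, and the settings do not give the same answer, so the pattern cannot be told apart from low oxygen. The MAPK output list, with a mean of 0.44 (7 of 10 higher, adjusted p = 0.248), and the stratified epithelium list (adjusted p = 0.225) did not pass 0.05, nor did they with the block (0.209 and 0.177). Over their alternatives the adjusted p ranged from 0.1 to 0.925 for the MAPK output list and from 0.1 to 0.578 for the stratified epithelium list.

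The S phase and G2/M phase lists were lower in UG-LIKE structures in all of their genes. Of 10000 random lists matched on expression and length, 0 were as low as the S phase list, so length and expression level do not account for the shift. On counts drawn down to the smallest library the adjusted p of the S phase list was 5.33e-23, so unequal depth does not either. With the correlation between the listed genes estimated from the libraries, the adjusted p was 0.422, and over all alternatives it ranged from 5.54e-33 to 0.436, so the shift cannot be told apart from joint variation of the cell cycle genes between libraries by this test. That test is weak at this size. Lowering the UG-LIKE S phase counts by a further 1 and 2 (log2) gave an adjusted p of 0.0643 and 0.0179 without the block. With the block the same test gave 0.372 and 0.176, so neither shift passed there. The mean of the S phase list went from 1.01 to -0.656, from 0.848 to 0.00798 and from 0.571 to -0.648 in the 3 same-numbered pairs, and that of the G2/M phase list from 0.832 to -1.10, from 0.874 to 0.169 and from 0.447 to -0.210, so both were lower in UG-LIKE structures in each pair. Of the 4 splits that part 3 pairs, 1 gave as small a p for the S phase list and 1 for the G2/M phase list, the real split in both, but others of these splits also gave small p-values, down to 1.98e-17 for the G2/M phase list, which shows that the test with a fixed correlation of 0.01 overstates the evidence. Of all 10 splits, 2 gave as small a p for the G2/M phase list. The epithelial cells list was higher in UG-LIKE structures (12 of 13 genes, mean Log2FC 0.51, adjusted p = 0.00431), again with 1 of 4 splits giving as small a p and with an adjusted p of 0.422 when the correlation was estimated. Over its alternatives the adjusted p ranged from 0.000796 to 0.436.

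Fewer genes than chance gives had an unadjusted p under 0.05 between MAT + COL and MAT (0.409%). If differences between individuals are counted as noise in that test, a block for the replicate number should bring the share near 5%. With the block it was 4.96%, and it was 5.41% on downsampled counts and 4.88% with RLE size factors. The block gave lower shares with DESeq2 (3.76%) and with all 9 libraries in the fit (1.46%). The prediction therefore held in the edgeR fits of the 6 libraries, but not in every fit with the block.

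The clustering of the 2000 most variable genes did not part CYST from UG-LIKE structures. If genes with few counts were the cause, the most variable genes above the filter on low counts should part them. They put 5 of the 6 libraries in the branch of their own group, and all 12074 genes above the filter put 6 there. The pattern therefore cannot be told apart from an effect of genes with few counts.

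Among the ligands of the EGF family, AREG had a Log2FC of 2.42 (standard error 0.43), with an adjusted p of 0.0448 from edgeR without the block and 0.00173 with it. BTC had a Log2FC of 1.44 (adjusted p = 0.0525 and 0.0243) and TGFA of 1.22 (0.0990 and 0.0226). Over 8 alternatives that kept all 6 libraries, the block among them, the adjusted p ranged from 0.000435 to 0.0741 for BTC (under 0.05 in 4) and from 0.0145 to 0.168 for TGFA (under 0.05 in 3). HBEGF (0.10) and EREG (-0.82) had adjusted p-values of 0.801 and 0.382 without it and 0.762 and 0.341 with it, and EGFR (0.80) of 0.180 and 0.142. The TPM of LGR5 was 6.41 in CYST replicate 3, 2.91 in MAT replicate 3 and 2.32 in MAT + COL replicate 3, and at most 0.0888 in the other 6 libraries.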
